# Integrative Transcriptome Profiling of Cognitive Aging and Its Preservation through Ser/Thr Protein Phosphatase Regulation

**DOI:** 10.1371/journal.pone.0130891

**Published:** 2015-06-23

**Authors:** C. Sehwan Park, Amandine Valomon, Hans Welzl

## Abstract

Environmental enrichment has been reported to delay or restore age-related cognitive deficits, however, a mechanism to account for the cause and progression of normal cognitive decline and its preservation by environmental enrichment is lacking. Using genome-wide SAGE-Seq, we provide a global assessment of differentially expressed genes altered with age and environmental enrichment in the hippocampus. Qualitative and quantitative proteomics in naïve young and aged mice was used to further identify phosphorylated proteins differentially expressed with age. We found that increased expression of endogenous protein phosphatase-1 inhibitors in aged mice may be characteristic of long-term environmental enrichment and improved cognitive status. As such, hippocampus-dependent performances in spatial, recognition, and associative memories, which are sensitive to aging, were preserved by environmental enrichment and accompanied by decreased protein phosphatase activity. Age-associated phosphorylated proteins were also found to correspond to the functional categories of age-associated genes identified through transcriptome analysis. Together, this study provides a comprehensive map of the transcriptome and proteome in the aging brain, and elucidates endogenous protein phosphatase-1 inhibition as a potential means through which environmental enrichment may ameliorate age-related cognitive deficits.

## Introduction

Aging is associated with a deterioration of learning abilities and memory retention, which is often progressive and debilitating. Although usually persistent, age-related cognitive decline (ARCD) may be preventable or delayed and, in some conditions, cognitive functions can be partially or completely reinstated. In particular, environmental enrichment (EE) and physical exercise, separately or together, have been shown to promote neurogenesis [1], increase synaptic plasticity [2], and rescue cognitive deficits in aged mice [3–5], in mouse models of neurodegeneration [6,7], in Alzheimer’s and other neurological diseases [8–10].

The underlying mechanism(s) leading to progressive ARCD remains unknown but may involve protein phosphatases (PPs), in particular protein phosphatase-1 (PP1) and calcineurin, because they are strictly modulated by intracellular calcium and are negative regulators of NMDA receptor signaling, synaptic plasticity, learning and memory [11–15]. Furthermore, in aged rodents, dysregulation of calcium homeostasis and PP activity has been associated with cognitive deficits [16–19] and Alzheimer’s disease [12,20–22].

In addition to dysregulated cellular signaling pathways, gene expression profiles in the brain have been found to be altered in aging [23–25] and Alzheimer’s disease [26–28]. In the hippocampus, activity-dependent gene transcription is rapidly induced and protein synthesis is required for the formation of long-term memory [29–31]. However, in ARCD, there is a general decrease in transcriptional activity of various gene networks [24,32,33], as well as a decrease in the expression of immediate-early genes [23,34,35]. These studies suggest that the underlying cause of ARCD associated with cellular senescence and dysregulated biological processes in the brain may be a consequence of altered transcriptional programs. As of yet, however, few genes have been identified to target ARCD, and no consensus mechanism has been attributed to ARCD or the beneficial effects of EE to restore cognitive functions.

Here we use high-resolution serial analysis of gene expression followed by deep sequencing (SAGE-Seq) in combination with quantitative isobaric tag for relative and absolute quantitation (iTRAQ) proteomics to profile the hippocampal transcriptomes of aged and young mice. Our findings suggest that regulation of PP1 activity through the endogenous expression of PP1 inhibitors may underlie EE-mediated amelioration of ARCD and may provide a potential target for intervention.

## Materials and Methods

### Animals and ethics

Middle-aged (15–17 months at the beginning of the experiments) and young adult (5–6 months) C57Bl/6J male mice were used for the following behavioral experiments. Mice were either housed in standard cages (SH) (S1A Fig) or housed in environmentally enriched cages (EE) (S1B Fig). SH mice were housed in a maximum of four animals to a cage in clear, polycarbonate standard Aero cages measuring 391 x 199 x 160 mm, with a floor area of 778 cm^2^ (S1A Fig), while EE mice were housed in a maximum of six animals to a cage in clear, polycarbonate type 2000P cages measuring 610 x 435 x 215 mm, with a floor area of 2654 cm^2^ (Tecniplast) (S1B Fig). After initial behavioral assessment, mice were housed between 6 and 11 weeks in EE or SH environments respective to their experimental condition.

EE cages consisted of a rearrangeable set of tunnels and houses, two running wheels per cage for physical activity, climbing ladders and jungle gyms, and several sets of novel objects, including plastic balls, textured rubber balls, balls with bells, wooden sticks, pipe rings, and corn cobs which were introduced weekly and arranged randomly (S1C and S1D Fig). All animals were provided with access to food and water, *ad libitum*, under a reverse 12 hour light/dark cycle (dark 8 am– 8 pm). All animals were maintained in accordance with the Federation of Swiss Cantonal Veterinary Office and European Community Council Directive (86/609/EEC) guidelines. Animals from the same cohort were sacrificed on the same day by rapid cervical dislocation. This research was approved by the Swiss Cantonal Veterinary Office under Licenses 150/06 and 105/2008.

### Open field and 2-context contextual fear conditioning

Mice were individually recorded for 6 minutes in a 1 x 1 m grey plastic container with 40 cm high walls using the Viewpoint video tracking system (Viewpoint Life Sciences, Lyon, France). Time spent in the center of the box, defined as the distance 20 cm from each wall, was used as a general measure of exploration and anxiety-related behavior.

Contextual fear conditioning was performed using a TSE Fear Conditioning System and was performed as previously described [36,37]. Mice were trained and tested before and after EE or SH using two different contexts in the conditioning chamber. Two different contexts were used to train and test the mice twice and prevent association to the previous context. Context A consisted of the default clear plastic container and grid floor from TSE (S2A Fig). Context B consisted of a black plastic container and custom-made floor made of 1.25 cm metal strips with regularly spaced drilled holes measuring 0.5 cm in diameter (S2B Fig). Mice were trained and tested in either context A or context B and were counterbalanced for the two contexts. After 2 months of respective housing, mice that were trained and tested in context A were subsequently trained and tested in context B, and those in B in A.

Training consisted of 3 min exposure to the context followed by a brief electric shock (0.7 mA for 1s) and left in the context for an additional 3 min. The first 3 min of exposure to the context in the training session was used as baseline. Mice were then tested 24 hours later without a shock and time spent freezing was recorded in 3 min re-exposure to the contexts. Baseline freezing was subtracted from freezing levels in the test session to normalize age differences. A cohort of 18 aged and 16 young mice were used for this study. Mice were habituated (Hab) for 1 week prior to behavioral testing and sacrificed (End) two weeks after the last test.

### 2-context Morris water maze

The Morris water maze task (MWM1) was performed as previously described [14,15,38], in a pool measuring 1.5 m in diameter. Two days of pre-training to a visible platform, was followed by 10 days of training (acquisition) to a hidden, circular plastic platform in the target quadrant, and a probe trial on day 11. Training consisted of 3 trials per day with an inter-trial-interval (ITI) of 60 min, with each start position at one of the three non-target quadrants. Latency was measured as the time needed to find the hidden platform. The probe trial involved a 60 s search of the maze with the platform removed and measured as the percent time spent in each quadrant. The second Morris water maze task (MWM2), after two months of respective housing, was performed in a different facility with different external cues, different lighting, a square metal platform, a 10 min ITI, and a pool measuring 1.2 m in diameter. No pre-training was performed in MWM2 and acquisition training was reduced to 9 days. Behavior was assessed using an automated video tracking system EthoVision (Noldus). A cohort of 22 aged and 22 young mice were used for this study. Mice were habituated (Hab) for 1 week prior to behavioral testing and sacrificed (End) five weeks after the last test, and hippocampal tissue was processed for SAGE-seq.

### Displaced and novel object recognition (DNOR)

The object recognition task was performed as previously described with the addition of a displaced object test [14,15,38]. Briefly, training involved exposing mice to an arena containing three unfamiliar objects for 5 sessions of 5 min with an inter-trial interval (ITI) of 5 min between each session. Objects were chosen based on equal preference. The memory test 24 hours after training was comprised of a 5 min session with one object displaced (Displaced), followed by a 5 min interval, then a 5 min session with one of the previous objects replaced (Novel). Behavior was assessed using an automated visual tracking system (Viewpoint) and discrimination ratio was calculated as time spent with the target object (novel or displaced) divided by the total time spent with all objects. A cohort of 17 aged and 17 young mice were used for this study. Mice were habituated (Hab) for 1 week prior to behavioral testing and sacrificed (End) 1 day after testing, and hippocampal tissue was processed for the protein phosphatase assay.

### Protein phosphatase activity assay

Protein phosphatase assays were performed using the Calcineurin Cellular Activity Assay Kit (Enzo Life Sciences) as described with modifications. We chose 6 mice randomly from each group of the DNOR task and ran one group against another–EA versus SA and EY versus SY–simultaneously on the same 96-well plate to reduce experimental variability. Briefly, hippocampi were dissected and homogenized in 250 μl of lysis buffer with protease inhibitors and centrifuged at 14,000 g for 30 min. The supernatant containing cytoplasmic fraction was desalted using inorganic PiBind resin (Innova Biosciences). Phosphatase activity was determined by incubating 0.5 μg of sample with 0.75 mM of RII phosphopeptide substrate with either EGTA or with 5nM tautomycin (TM) for 60 min at 25C. Release of free phosphates during the reaction was measured with BIOMOL Green reagent at 620 nm with the background subtracted. PP1/PP2A and calcineurin activity was calculated by the amount of phosphate released in the presence of EGTA or tautomycin, respectively.

### Statistical analysis

Statistical analysis for behavioral experiments and the protein phosphatase assay was performed using GraphPad Prism 6. Two-way, repeated measures analyses of variance (ANOVA) corrected for multiple comparisons, one-way ANOVA followed by Newman-Keuls post hoc test or two-tailed Student’s *t*-test were used where appropriate. Statistical significance was set at *p < 0.05, ••p < 0.01, and •••p < 0.001. All data are shown as mean ± s.e.m.

### Sample and SAGE-Seq library preparation

Total RNA was extracted from one hippocampus from each animal using the TRIzol procedure (Invitrogen) and processed in parallel. RNA quality was assessed using an Agilent Bioanalyser 2100 and quantified using a Qubit 2.0 Fluorometer (Invitrogen). All RNA samples had an RNA Integrity Number score greater than 8, with an average of 8.43. SAGE tag library preparation was performed according to the SOLiD SAGE kit with Barcoding Adaptor Module (Invitrogen). Approximately 3 μg of RNA was used to isolate polyadenylated RNA using poly-dT Dynabeads and converted to cDNA using Superscript III Reverse Transcriptase. Samples were digested with sequence-specific Endonuclease *Nla* III restriction enzyme and ligated to barcoded adaptor A. The fragments were then released from the Oligo (dT) EcoP magnetic beads using *Eco*P15I restriction enzyme. The resulting fragments were then ligated to adapter B which contains the P1 sequence. 130 bp ligation products were PCR-amplified and purified using PureLink PCR Micro Kit (Invitrogen). Barcoded libraries were then quantified using a Qubit Fluorometer and pooled in equimolar volumes before emulsion PCR and sequenced on one full SOLiD4 slide (Applied Biosystems). From four groups belonging to the same MWM cohort–aged EE, aged SH, young EE, and young SH–three samples from each group were run in parallel as biological replicates.

### Sequence analysis, alignment and mapping

We sequenced approximately 11.6 Gb, equivalent to 387 million reads, from three biological replicates from each group, equivalent to approximately 4.6 complete mouse genomes. Color-space calling was performed using Bioscope version 1.3.1 using default parameters from Applied Biosystems. Mapping was performed with the SOLID SAGE perl script version 1.10 available from Applied Biosystems. Reads were aligned to mouse genome assembly NCBI37/mm9 (July 2007) with an allowance of 1 mismatch and converted into the bam file format using a custom script. Comparative counts on 29,973 transcripts comprising 22,910 unique genes, were performed using the GLM method implemented in the R/Bioconductor statistical package, EdgeR (version 2.4.6), with p < 0.05 and adjusted for multiple comparisons [39]. Differential gene expression profiles were established with a false discovery rate (FDR) < 0.10. Differentially expressed significant genes were clustered in an unsupervised fashion using an exact test method at a significance threshold of p < 0.01. Two biological replicates per group were chosen for comparative analysis based on Mann-Whitney-Wilcoxon tests on transcripts with an FDR < 0.10 [40]. Mice are referred to as follows: Aged EE (EA) are enriched aged, Aged SH (SA) are standard-housed aged, Young EE (EY) are enriched young, and Young SH (SY) are standard-housed young. Sequence data from this study has been submitted to NCBI Gene Expression Omnibus database (http://www.ncbi.nlm.nih.gov/geo/) and assigned the identifier (accession no. GSE43718).

### Gene ontology and pathway analysis

Gene ontology analysis of differentially expressed transcripts at Benjamini and Hochberg-adjusted p < 0.01 was performed using the Database for Annotation, Visualization and Integrated Discovery (DAVID, v6.7; david.abcc.ncifcrf.gov). Annotated GO terms were classified into higher order ancestral GO terms based on the GO slim classification method and counting by accumulative/all occurrences in the GO Terms Classifications Counter (CateGOrizer; www.animalgenome.org/tools). Count threshold of 2 and EASE score of 0.1 was used, a more conservative test than Fisher’s Exact test. GO terms were classified into ten broad functional groups and represented as a percentage of a specific category over all categories identified. Web-based Gene Set Analysis Toolkit V2 (WebGestalt; bioinfo.vanderbilt.edu/webgestalt) was used for the analysis of functionally-enriched genes in the respective gene lists [41]. Genes were analyzed using a hypergeometric test with multiple adjustments using the method of Benjamini and Hochberg and organized into their respective classes and pathway associations based on the Kyoto Encyclopedia of Genes and Genomes (KEGG; www.genome.jp/kegg/kegg2.html).

### Sample preparation and iTRAQ labeling

Hippocampal nuclear extracts were prepared with the use of a Nuclei Pure Prep isolation kit (Sigma). Briefly, hippocampi were homogenized in 1 ml of lysis buffer containing 1 M DTT, 10% Triton X-100, protease inhibitor cocktail, and protein phosphatase inhibitor cocktails I and II (Sigma). 2 ml of 1.8 M sucrose was mixed into the homogenates and layered on top of 1 ml of a 1.8 M sucrose cushion. Samples were then centrifuged at 30,000 g for 45 min to pellet the nuclei. The supernatant was removed and the nuclei was resuspended in 300 μl of nuclei lysis buffer and sonicated for 2 min on ice. 1 μl of benzonase was added and incubated for 30 min at 37C. Samples were then centrifuged at 13,000 g for 10 min and the supernatant containing nuclear lysates was transferred.

100 μg of protein was used for iTRAQ experiments. Each sample was precipitated with ice-cold acetone, resuspended in iTRAQ dissolution buffer, and cysteine-blocked according to the manufacturer’s instrucitons (Applied Biosystems). Samples were then digested overnight with trypsin (Promega) at 37C (1:13 enzyme:substrate), differentially labeled with iTRAQ reagents, and combined as per protocol. The peptide samples were then separated by strong cationic exchange (SCX) chromatography and enriched using reversed-phase (RP) HPLC as described previously [42].

### LC-ESI-MS/MS analysis of phosphorylated peptides using Orbitrap

Samples were analysed on an LTQ-OrbitrapXL mass spectrometer fitted with an additional high-energy collision dissociation cell (ThermoFischer Scientific, Bremen, Germany). The LTQ-OrbitrapXL was operated in data-dependent acquisition mode in full scan in the Orbitrap and CID MS/MS scans in the linear ion trap. Settings were as follows: precursor mass range from 700 to 16,000 Da; minimum signal-to-noise ratio of 10; precursor M/Z tolerance of 1.2; and a signal peak window m/z of between 112.5 and 121.5. The automatic gain control was set to 1e5 for full FTMS and 1e4 for ion trap MS/MS scans and dynamic exclusion was enabled.

MS and MS/MS data were searched using Mascot version 2.2.04 in the European Bioinformatics Institute’s mouse protein database. Searches were performed with the following modifications: phosphorylation (STY, variable), iTRAQ (K and N-terminal, fixed), and methyl methanethiosulfonate (C, fixed) with a maximum of one missed cleavage. Monoisotopic masses of +1, +2, +3 charged peptides were searched with a peptide tolerance of 6 ppm and fragment mass tolerance cut-off of 0.5 Da. Significance threshold was set at 0.05 and ions score cut-off was set at 0.05. Analysis of Mascot searches were performed as previously described [42].

## Results

### Middle-aged mice have associative and spatial memory performance equivalent to that of young mice

To assess the cognitive status of middle-aged (15–17 month) and young adult (5–6 month) mice prior to separation into EE and standard-housed (SH) cages, we first characterized a cohort of mice in open field and contextual fear conditioning tests (Fig 1A) and another cohort in the Morris water maze test (Fig 1B). Middle-aged mice (43.60 ± 1.44 g) weighed 43.7% more than young mice (30.34 ± 0.35 g; p < 0.001) at the onset of testing (S3A Fig). The open field test (OF1) showed no difference in the time spent in the center during 6 minutes of exposure, suggesting no changes in anxiety or exploratory behavior with age (S3B Fig). However, middle-aged mice had considerably higher freezing during 0 to 3 minutes of baseline exposure to the conditioning chamber (Before Shock; 12.31 ± 2.24% aged; 3.27 ± 0.65% young; p < 0.001) and 3 to 6 minutes following the shock (After Shock; 45.18 ± 4.38% aged; 28.78 ± 3.14% young; p < 0.01) compared to young mice in the contextual fear conditioning task (FC1; Fig 1C). After adjusting to baseline levels, we found no difference in freezing between middle-aged and young mice in the memory test 24 hours later (Fig 1D).

**Fig 1:**
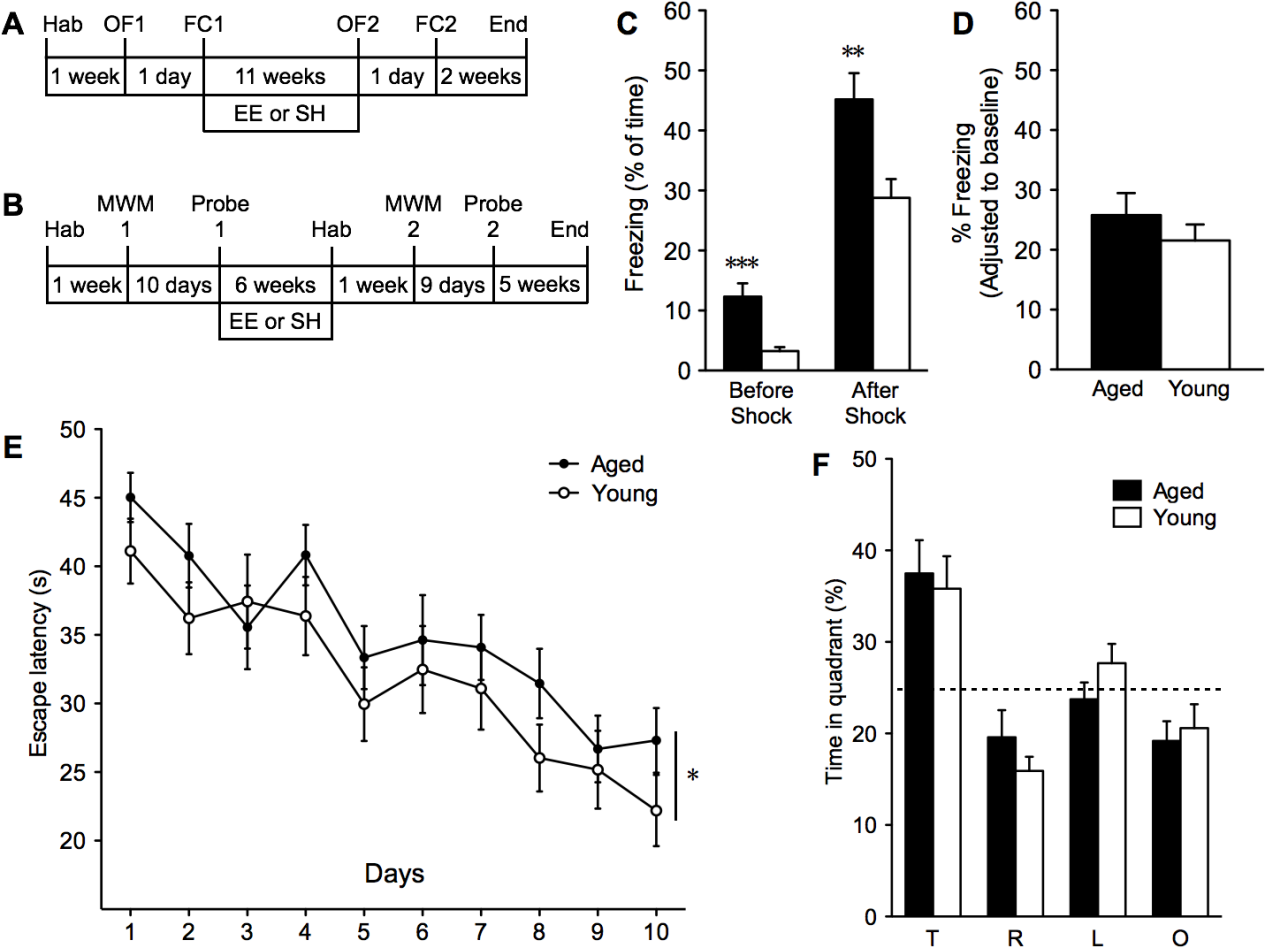
Assessment of middle-aged and young mice before separation into EE and SH. The schedule of contextual fear conditioning (**A**; 18 aged and 16 young mice) and Morris water maze tests (**B**; 22 aged and 21 young mice) before and after separation into respective housing conditions. Hab: habituation period, OF: Open field, FC: Fear conditioning, MWM: Morris water maze. (**C**) Fear conditioning in the first context and (**D**) accompanying memory test 24 hours later in the original context. (**E**) Escape latency to find the hidden platform in the Morris water maze test across 10 days of training and (**F**) probe trial on day 11 with the hidden platform removed (T, target; R, right; L, left; O, opposite). *p < 0.05, **p < 0.01, ***p < 0.001. Shown as mean ± s.e.m.

In a separate cohort of mice, we performed Morris water maze tests (MWM1). All mice learned the location of the platform with this protocol (ANOVA, effect of ‘days’, p < 0.001). During the acquisition phase, middle-aged mice required significantly longer times to find the hidden platform (ANOVA, effect of ‘group’, p < 0.05; Fig 1E) compared to young mice. However, the difference in acquisition time compared to young mice could be attributed to the slower swim speeds in middle-aged mice found in our study (ANOVA, effect of ‘group’, p < 0.001; S4A Fig) and others [24]. Middle-aged mice also had slower speeds in the probe trial on day 11 (p < 0.001; S4B Fig), but there was no difference in the average number of platform crossings (S4C Fig) and they retained the position of the hidden platform similar to young mice (Probe 1; Fig 1F). Our findings agree with previous reports showing minimal spatial memory deficits in middle-aged mice compared to young [43,44]. We then randomly separated the mice into EE or SH cages.

### Long-term environmental enrichment in middle-aged mice preserves contextual fear and spatial memory

Following several weeks of housing in either EE or SH cages, mice were re-assessed in their respective behavioral tests (Fig 1A and 1B). Pre-determined novel contexts were used for secondary behavioral evaluations in both fear conditioning and MWM tasks to avoid generalization to the original behavioral paradigms (see Materials and Methods). Middle-aged mice, now advanced in age and addressed hereafter as aged, reduced their weight differential (40.74 ± 1.51 g) and weighed only 24.7% more than young mice (32.65 ± 0.42 g; p < 0.001; S3C and S3D Fig). There was no effect of EE on the weight of young mice, but enriched aged mice weighed 16.1% less than standard-housed aged mice (Aged EE, 37.17 ± 0.91 g; Aged SH, 44.31 ± 2.39 g; p < 0.001; S3E Fig). Aged EE mice now reached a weight indistinguishable from that of standard-housed young mice (Young SH, 33.54 ± 0.58 g), but not that of enriched young (Young EE, 31.68 ± 0.46 g; S3E Fig). The effect of long-term EE and SH in a different cohort of mice show nearly identical changes in weight (S5D–S5G Fig).

There was no difference in time spent in center in the open field test following several weeks of housing (OF2), suggesting no improvement or impairment in exploratory behavior or anxiety with age and housing (S3F Fig). In the re-assessment of the fear conditioning task (FC2), baseline freezing (Before Shock; 0 to 3 minutes) remained similar to FC1 following the unconditioned stimulus (After Shock; 3 to 6 minutes; Fig 2A). Importantly, the mice did not associate the novel context with the original context and both young and aged mice could be fear conditioned a second time. After adjusting to baseline freezing levels, aged EE mice (37.13 ± 3.38%) exhibited freezing which was significantly higher than aged SH (15.03 ± 6.18%; ANOVA, effect of ‘group’, p < 0.05) and was equivalent to levels in young mice (Fig 2B).

**Fig 2:**
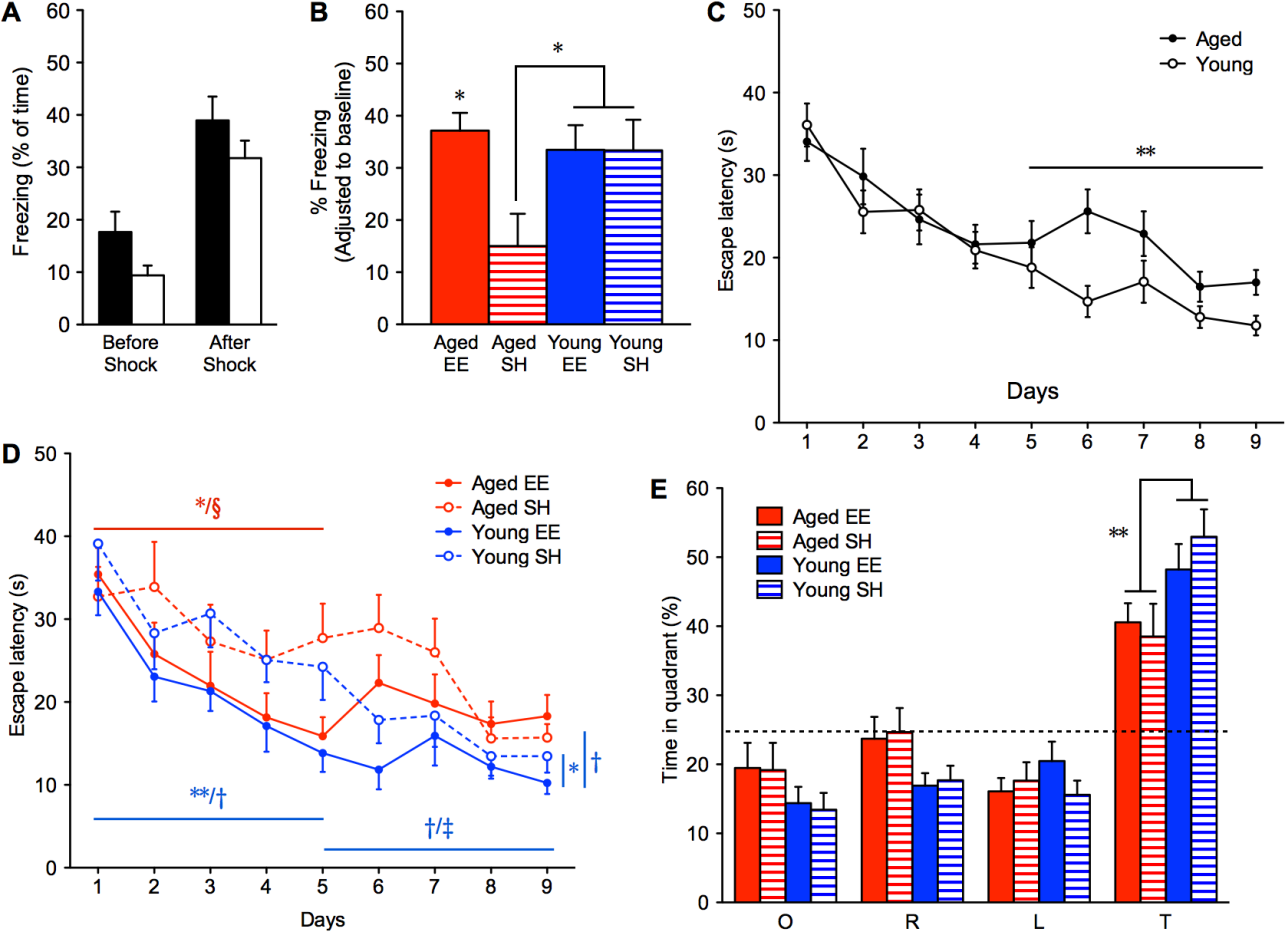
Assessment of aged and young mice after several weeks of undisturbed housing in EE or SH. (**A**) Fear conditioning in a novel context (FC2) and (**B**) memory test 24 hours later in the same context (n = 8, 6, 7, 7 for Aged EE (solid red), Aged SH (red stripes), Young EE (solid blue), Young SH (blue stripes), respectively; *F*_3,24_ = 3.646). Escape latency to a hidden platform in an alternate Morris water maze and room (MWM2), different than that of MWM1, (**C**) by age and (**D**) separated by age and housing conditions (n = 11, 11, 11, 10 for Aged EE (red line), Aged SH (red dashes), Young EE (blue line), Young SH (blue dashes), respectively; days 1–5, *F*_3,39_ = 5.524, p < 0.01; days 6–9, *F*_3,39_ = 4.307, p < 0.05; days 1–9, *F*_3,39_ = 4.652, p < 0.01; *p values shown with respect to aged (red) and young (blue); ^§^ *p* < 0.05 (Aged EE to Young SH); ^†^ *p* < 0.01 (Young EE to Aged SH); ^‡^ *p* < 0.05 (Young EE to Aged EE). Probe trial on day 10 with the hidden platform removed, (**E**) separated by age and housing conditions (O, opposite; R, right; L, left; T, target). *p < 0.05, **p < 0.01, ***p < 0.001. Shown as mean ± s.e.m.

To re-evaluate spatial memory performance following several weeks of housing, mice were re-trained and tested in a second novel Morris water maze (MWM2). Aged mice acquired the target in the same amount of time as young mice in the first five days (ANOVA, effect of ‘days’, p < 0.001), however, young mice continued to improve with additional training (days 5 to 9; ANOVA, effect of ‘group’, p < 0.01; Fig 2C). Aged EE mice also had lower escape latencies in the first five days than aged SH mice (*p < 0.05; Fig 2D). In fact, aged EE mice performed equivalent to young EE mice and even better than young SH mice across days 1 to 5 (^§^p < 0.05), but across days 6 to 9, there was no difference with young SH and they fared worse than young EE mice (^‡^p < 0.05; Fig 2D). Although swim speed was a factor between aged and young (ANOVA, effect of ‘group’, p < 0.001; S4D and S4E Fig), aged EE mice acquired the platform as well as young EE mice throughout training despite the handicap. Interestingly, young EE mice had significantly faster acquisition times across days 1 to 5 (**p < 0.01) and overall in the 9 days (*p < 0.05) than young SH mice, whose learning was more linear (Fig 2D).

In the probe trial, both young and aged mice spent more time in the target quadrant than by chance alone (ANOVA, effect of ‘quadrant’, p < 0.001), however, young mice spent significantly longer time (p < 0.01; Fig 2E) and had a higher number of average platform crossings in the target quadrant than aged mice (p < 0.05; S4F Fig). There was no difference in time spent in the target quadrant and the average number of platform crossings when separated by housing (ANOVA, effect of ‘group’, Fig 2E and S4G Fig).

### Environmental enrichment preserves recognition memory in middle-aged mice

We tested another cohort of aged and young mice in a single, displaced and novel object recognition memory (DNOR) task (Fig 3A). Aged and young mice had similar preferences for three pre-determined objects (S5A Fig). 24 hours after training, one object was displaced to an adjacent corner and mice were allowed to explore for 5 minutes. All mice spent equivalent time with all three objects except standard-housed aged mice, which spent more time with familiar object 2 (6.46 ± 1.21 s) than with the displaced object (2.51 ± 0.69 s; p <0.01; S5B Fig). There was no difference in the discrimination ratio between groups (Fig 3B). Following 5 minutes ITI, the mice were then allowed to explore another 5 minutes but with object 2 replaced by a novel object. Aged EE, young EE and young SH mice spent significantly more time with the novel object than with the other two familiar objects, compared to aged SH mice (S5C Fig). Aged EE mice (65.57 ± 7.64%) preferred the novel object 58.5% more than aged SH mice (41.38 ± 6.05%; ANOVA, effect of ‘group’, p < 0.05; Fig 3C). This agrees with previous studies of recognition memory impairment in aged mice [34].

**Fig 3:**
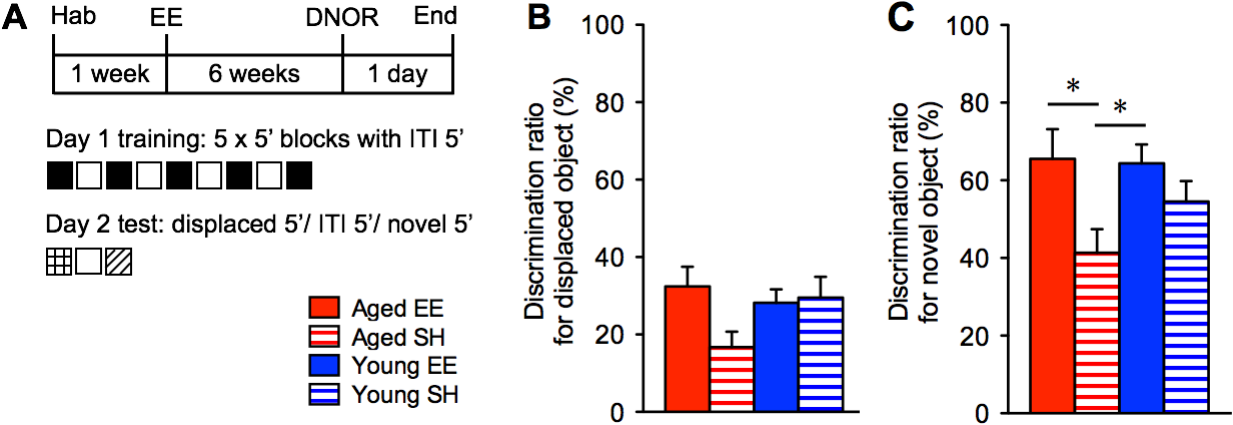
Recognition memory in aged and young mice following respective housing conditions. (**A**) Experimental design of the displaced and novel object recognition memory (DNOR) tasks over two days in 5 min blocks with 5 min ITI (n = 9, 8, 9, 8 for Aged EE (solid red), Aged SH (red stripes), Young EE (solid blue), Young SH (blue stripes), respectively). Recognition test of a displaced object 24 hours after training (**B**), shown as a ratio of time spent with the displaced object over all objects, show no difference in group preferences for the displaced object (*F*_3,30_ = 2.216). Test for recognition of a novel object shows differing group preferences for the novel object relative to the pre-existing objects (**C**), shown as a discrimination ratio for the novel object (*F*_3,30_ = 3.316). *p < 0.05, **p < 0.01, ***p < 0.001. Shown as mean ± s.e.m.

### Protein phosphatases can be manipulated by environmental enrichment

We next examined whether the unimpaired cognitive functions in enriched aged mice could be attributed to reductions in PPs. We performed calcineurin and PP1 activity assays in the hippocampus of mice that were tested on DNOR memory tasks following 6 weeks of EE or SH (Fig 3A). Combined PP1 and PP2A activity levels in aged EE (0.13 ± 0.03 nmol) and young EE (0.16 ± 0.04 nmol) mice were significantly lower than in aged SH (0.44 ± 0.09 nmol; p < 0.01) and young SH (0.34 ± 0.05 nmol; p < 0.05) mice (ANOVA, effect of ‘group’, p < 0.01; Fig 4A). Similarly, calcineurin activity was significantly reduced in aged EE (2.00 ± 0.26 nmol) compared to aged SH (2.85 ± 0.16 nmol; p < 0.05) mice, but there was no difference in young (ANOVA, effect of ‘group’, p < 0.05; Fig 4B). This data suggests that EE can reduce dysregulated PPs levels in the brains of aged animals, perhaps as effectively as transgenic inhibition of PPs or even pharmaceutical intervention [14,15].

**Fig 4:**
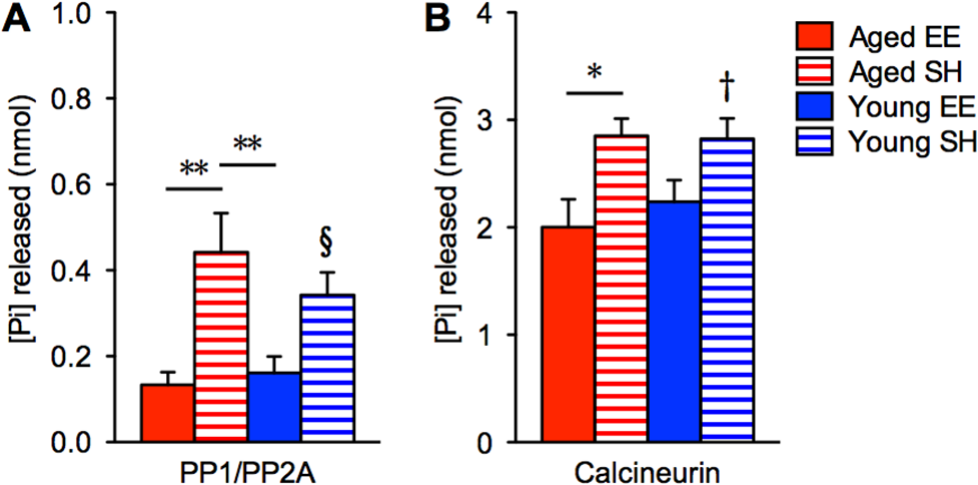
Measure of protein phosphatases’ activity following 6 weeks of respective housing conditions. (**A**) Absolute quantitation of free phosphates released in whole hippocampal fractions due to PP1 and PP2A activities (n = 6, 6, 6, 6 for Aged EE (solid red), Aged SH (red stripes), Young EE (solid blue), Young SH (blue stripes), respectively; *F*_3,20_ = 6.591; ^§^ *p* < 0.05 relative to both aged EE and young EE). (**B**) Free phosphates released due to calcineurin activity (*F*_3,20_ = 4.274; ^†^ *p* < 0.05 relative to aged EE). *p < 0.05, **p < 0.01, ***p < 0.001. Shown as mean ± s.e.m.

### Phosphorylated proteins in the hippocampus as an indicator of cognitive health

To assess the functional implications of increased PP activity with age, we performed iTRAQ quantification of trypsin-digested peptides from hippocampal nuclear protein extracts of naïve aged and naïve young mice. We identified 521 total peptides in aged and 1125 peptides in young with a confidence interval (C.I.) > 95% and significance at p < 0.05 (S1 Table), corresponding to 213 and 328 proteins, respectively. Of those, we identified, in total, 163 phosphorylated peptides (phosphopeptides) in aged and 197 phosphopeptides in young, with 94 phosphopeptides present in both groups (Fig 5A). This corresponded to 91 unique phosphorylated proteins in aged and 106 in young, with 45 present in both groups (Fig 5A). Overall, we identified fewer total peptides, fewer phosphopeptides, and fewer corresponding phosphorylated proteins in aged than in young mice.

**Fig 5:**
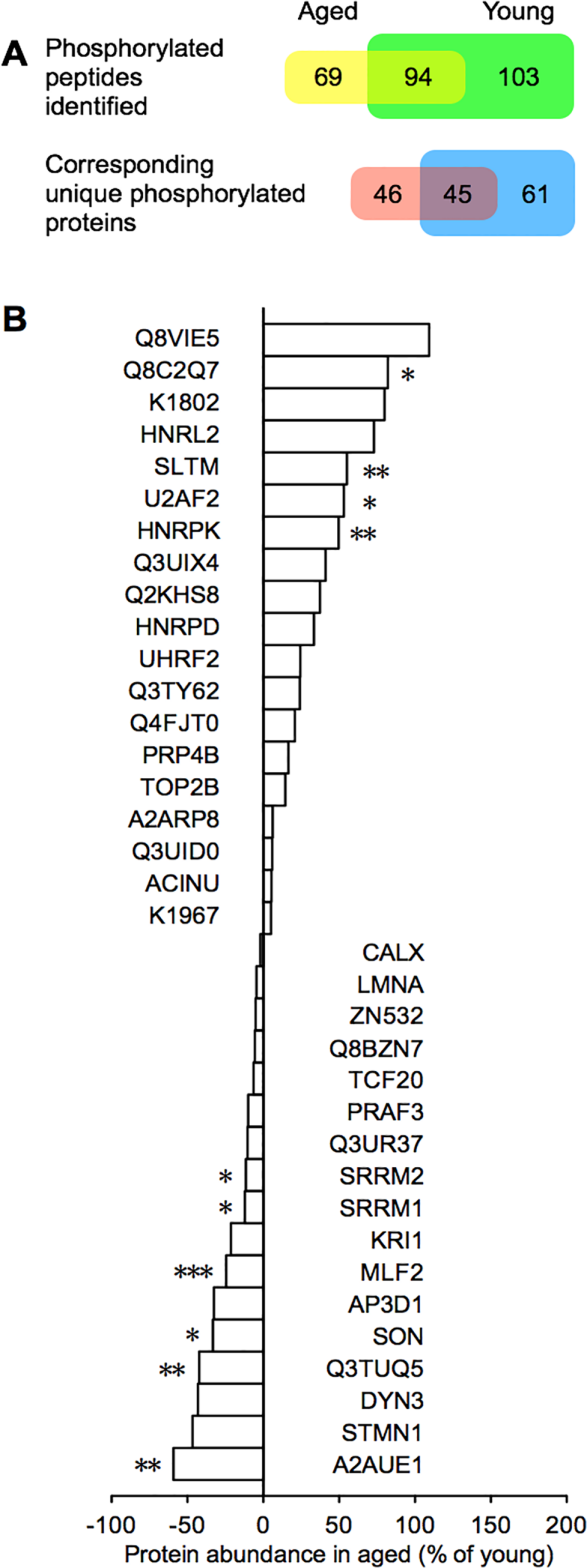
Identification and quantitation of phosphopeptides in naïve aged and young mice using iTRAQ labeling. (**A**) Phosphorylated peptides identified in hippocampal fractions of aged (yellow; n = 9) and young mice (green; n = 15), and the number of phosphopeptides in both aged and young (yellow-green; overlap), using iTRAQ labeling followed by MS/MS analysis. Unique phosphorylated proteins corresponding to the phosphopeptides identified in aged (pink) and young mice (blue), and the number of unique phosphorylated proteins in both aged and young (violet; overlap). (**B**) The relative abundance of phosphorylated proteins in aged compared to young. *p < 0.05, **p < 0.01, ***p < 0.001. Shown as mean ± s.e.m.

We then quantified the relative abundance of phosphopeptides common to both groups. From the 1646 total peptides identified in both aged and young (S1 Table), 233 unique phosphopeptides were identified (S2 Table). Of the 94 phosphopeptides identified in both groups, 67 were found to be unique and we were able to quantify the relative abundance of 56 phosphopeptides in aged relative to young (S3 Table). These 56 unique phosphopeptides correspond to 36 unique proteins present in both aged and young (Fig 5B). We performed gene ontology analysis on the 71 unique phosphopeptides identified in aged but not in young (Table 1 and S4 Table), and on the 95 remaining phosphopeptides identified in young but not in aged (Table 1 and S5 Table). We found aged mice were specifically enriched for phosphorylated proteins and pathways associated with long-term depression, Huntington’s, Parkinson’s, and Alzheimer’s diseases (Tables 1 and 2).

**Table 1:** GO terms for phosphorylated proteins identified in aged but not in young and in young but not in aged.

GO Term	Annotation	Age	Enrichment Ratio*	Adjusted *P*-value
GO:0006397	biological process: mRNA processing	Aged	17.92	6.40E-13
GO:0016071	biological process: mRNA metabolic process	Aged	15.36	2.63E-12
GO:0006396	biological process: RNA processing	Aged	13.52	4.21E-14
GO:0003723	molecular function: RNA binding	Aged	7.37	6.42E-09
GO:0044428	cellular component: nuclear part	Aged	5.62	2.11E-13
GO:0003676	molecular function: nucleic acid binding	Aged	4.84	2.97E-15
GO:0003677	molecular function: DNA binding	Aged	4.08	4.90E-07
GO:0090304	biological process: nucleic acid metabolic process	Aged	3.91	1.69E-13
GO:0005634	cellular component: nucleus	Aged	3.6	1.89E-20
GO:0044446	cellular component: intracellular organelle part	Aged	3.51	3.17E-14
GO:0044422	cellular component: organelle part	Aged	3.42	6.87E-14
GO:0006139	biological process: nucleobase-containing compound metabolic process	Aged	3.41	9.06E-13
GO:0046483	biological process: heterocycle metabolic process	Aged	3.31	1.91E-12
GO:0006725	biological process: cellular aromatic compound metabolic process	Aged	3.3	1.91E-12
GO:0034641	biological process: cellular nitrogen compound metabolic process	Aged	3.21	3.22E-12
GO:1901360	biological process: organic cyclic compound metabolic process	Aged	3.19	3.58E-12
GO:1901363	molecular function: heterocyclic compound binding	Aged	3.13	6.66E-12
GO:0006807	biological process: nitrogen compound metabolic process	Aged	3.11	3.22E-12
GO:0097159	molecular function: organic cyclic compound binding	Aged	3.1	6.66E-12
GO:0000166	molecular function: nucleotide binding	Aged	3.01	8.89E-05
GO:1901265	molecular function: nucleoside phosphate binding	Aged	3.01	8.89E-05
GO:0036094	molecular function: small molecule binding	Aged	2.79	0.0002
GO:0043231	cellular component: intracellular membrane-bounded organelle	Aged	2.45	9.02E-17
GO:0043227	cellular component: membrane-bounded organelle	Aged	2.45	9.02E-17
GO:0043226	cellular component: organelle	Aged	2.25	1.35E-16
GO:0043229	cellular component: intracellular organelle	Aged	2.25	1.35E-16
GO:0044424	cellular component: intracellular part	Aged	2.04	6.89E-16
GO:0005622	cellular component: intracellular	Aged	2.03	1.35E-16
GO:0005515	molecular function: protein binding	Aged	1.85	0.0007
GO:0005488	molecular function: binding	Aged	1.78	2.16E-08
GO:0008380	biological process: RNA splicing	Young	22	1.16E-16
GO:0006397	biological process: mRNA processing	Young	18.16	1.92E-16
GO:0016071	biological process: mRNA metabolic process	Young	15.57	2.28E-15
GO:0006396	biological process: RNA processing	Young	11.38	3.98E-14
GO:0003723	molecular function: RNA binding	Young	7.76	4.04E-12
GO:0044428	cellular component: nuclear part	Young	5.92	4.75E-18
GO:0003676	molecular function: nucleic acid binding	Young	4.66	1.97E-17
GO:0003677	molecular function: DNA binding	Young	4.26	1.92E-09
GO:0032991	cellular component: macromolecular complex	Young	3.93	4.75E-18
GO:0090304	biological process: nucleic acid metabolic process	Young	3.71	4.48E-15
GO:0044446	cellular component: intracellular organelle part	Young	3.47	2.20E-17
GO:0005634	cellular component: nucleus	Young	3.46	3.51E-23
GO:1901363	molecular function: heterocyclic compound binding	Young	3.27	1.57E-16
GO:0006139	biological process: nucleobase-containing compound metabolic process	Young	3.27	1.74E-14
GO:0097159	molecular function: organic cyclic compound binding	Young	3.23	1.69E-16
GO:0046483	biological process: heterocycle metabolic process	Young	3.18	3.98E-14
GO:1901265	molecular function: nucleoside phosphate binding	Young	3.18	1.39E-06
GO:0000166	molecular function: nucleotide binding	Young	3.18	1.39E-06
GO:0006725	biological process: cellular aromatic compound metabolic process	Young	3.17	4.08E-14
GO:1901360	biological process: organic cyclic compound metabolic process	Young	3.13	3.48E-14
GO:0036094	molecular function: small molecule binding	Young	2.95	5.30E-06
GO:0044260	biological process: cellular macromolecule metabolic process	Young	2.84	1.74E-14
GO:0005515	molecular function: protein binding	Young	2.37	1.39E-10
GO:0043231	cellular component: intracellular membrane-bounded organelle	Young	2.31	2.19E-17
GO:0043227	cellular component: membrane-bounded organelle	Young	2.3	2.20E-17
GO:0043226	cellular component: organelle	Young	2.17	7.60E-18
GO:0043229	cellular component: intracellular organelle	Young	2.17	7.60E-18
GO:0044424	cellular component: intracellular part	Young	1.98	2.19E-17
GO:0005622	cellular component: intracellular	Young	1.96	8.78E-18
GO:0005488	molecular function: binding	Young	1.91	3.71E-14

* Sorted according to treatment followed by enrichment ratio. P-values adjusted for multiple comparisons using Benjamini-Hochberg correction.

**Table 2:** KEGG pathways of phosphorylated proteins identified in aged but not in young and in young but not in aged.

Pathway	Age	Enrichment Ratio	Adjusted *P*-value*
mRNA surveillance pathway	Aged	57.43	2.13E-08
Spliceosome	Aged	32.25	5.02E-06
RNA transport	Aged	26.49	8.80E-06
Fc gamma R-mediated phagocytosis	Aged	29.67	0.0005
Huntington's disease	Aged	13.56	0.0057
Gastric acid secretion	Aged	24.39	0.0066
Salivary secretion	Aged	23.12	0.0066
Long-term depression	Aged	24.73	0.0066
Phosphatidylinositol signaling system	Aged	22.82	0.0066
Long-term potentiation	Aged	25.8	0.0066
Gap junction	Aged	20.23	0.0078
GnRH signaling pathway	Aged	17.98	0.0089
Pancreatic secretion	Aged	17.12	0.0091
Vascular smooth muscle contraction	Aged	14.47	0.0115
Parkinson's disease	Aged	12.03	0.0155
Calcium signaling pathway	Aged	10	0.0204
Alzheimer's disease	Aged	9.47	0.0213
MAPK signaling pathway	Aged	6.64	0.0387
Spliceosome	Young	44.92	1.03E-11
RNA transport	Young	20.5	4.24E-05
mRNA surveillance pathway	Young	29.63	6.18E-05
Systemic lupus erythematosus	Young	18.49	0.0003
GnRH signaling pathway	Young	20.87	0.0014
Calcium signaling pathway	Young	11.61	0.0065
Salivary secretion	Young	17.89	0.0108
Long-term potentiation	Young	19.97	0.0108
Gastric acid secretion	Young	18.87	0.0108
Pancreatic secretion	Young	13.25	0.0172
Oocyte meiosis	Young	12.19	0.0184
Vascular smooth muscle contraction	Young	11.2	0.0197
Protein processing in endoplasmic reticulum	Young	8.15	0.033
Phagosome	Young	7.83	0.033
Chemokine signaling pathway	Young	7.45	0.0339
Huntington's disease	Young	6.99	0.0356
Endocytosis	Young	6.26	0.0409

* Sorted according to treatment followed by P-value, using Benjamini-Hochberg correction for multiple comparisons.

Additionally, we performed DAVID analysis of the phosphorylated proteins identified in aged (S6 Table), in aged but not in young (S7 Table), in young (S8 Table), in young but not in aged (S9 Table), and in both aged and young (S10 Table). In aged mice, we found enriched biological processes associated with negative regulation of gene expression, supporting the evidence that aged mice have globally reduced gene expression levels. In contrast, we found positive processes associated with neuronal activity and synaptic plasticity enriched in the hippocampus of young mice.

### The effect of age and environment on the hippocampal transcriptome

Aging is known to down-regulate transcriptional networks [23–25,32], however, learning and environmental enrichment has been shown to increase gene expression [45,46]. 

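Expression was measured in 12 SAGE-Seq libraries, each made from 1 hippocampus of 1 mouse. There were 3 libraries in each of 4 groups, aged and young mice kept in an enriched environment (EE) or in standard housing (SH). SAGE-Seq reads a short tag beside an NlaIII site near the poly(A) end of each messenger RNA, so that a transcript's count does not grow with its length. The barcoded libraries were pooled in equimolar volumes and sequenced together, so no sequencing batch divides the groups. The authors mapped the tags to the mouse genome (NCBI37/mm9) with 1 mismatch allowed and counted them over 29973 RefSeq transcripts, which stand under 23361 names in the deposited tables. In the deposited tables the value of each library is its reads divided by a library factor, and these factors match those of TMM, edgeR's scaling by the bulk of the genes, within 0.0128%. The reads recovered from them sum to between 6928722 (aged SH library 3) and 16035069 (aged EE library 3) per library. These reads carry no molecular identifiers, so counting error is a lower limit of their error. The paper compared 2 of the 3 libraries per group, chosen by Mann-Whitney-Wilcoxon tests on transcripts with an FDR < 0.10. The group means printed in S11 to S14 Tables equal, to 4 significant digits in 99.7% to 100% of 2589 transcripts, the means of aged EE libraries 1 and 3, aged SH libraries 2 and 3, young EE libraries 1 and 2 and young SH libraries 1 and 2. Aged EE library 2, aged SH library 1, young EE library 3 and young SH library 3 were not used by the paper. Values are given first for the 8 libraries the paper used and then for all 12. Where 1 of those 8 was left out, its group kept 1 library and the spread came from the other groups. Calls on lists from such fits rest on 1 library in that group, and counts of genes from them are not given. Since the paper chose those 8 by tests on transcripts past its FDR, p-values and shares over them do not allow for that choice. Log2 values of scaled reads plus 2, with 1 transcript per gene name, were compared by limma with all 4 groups in a single fit, over 13196 genes (13138 with all 12 libraries) at a Benjamini-Hochberg adjusted p under 0.10. Gene lists were tested by camera in limma, which sets the genes of a list against all other genes measured, with a preset correlation of 0.01 between genes. None of the calls on lists in any comparison was kept with a correlation estimated from the data. Fold changes are log2 values of the first group named over the second, each with the standard error (SE) of the limma fit, and RPM are reads scaled by TMM to a common library size.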

To determine the effects of age and environment on transcriptional activity in the brain, we used SAGE-Seq to analyze hippocampal transcriptome profiles.

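Genes of red blood cells were lower in young EE than in young SH hippocampus. All 5 measured blood genes fell as a list, with a median log2 fold change of -1.46 (adjusted p = 1.27e-07 from camera; adjusted p = 0.138 with an estimated correlation). Among them, Hba-a1, an alpha-globin gene, had a log2 fold change of -1.37 (SE 0.29) and Alas2, the first enzyme of haem synthesis in red cells, of -1.55 (SE 0.38). Hba-a2 has the same reads as Hba-a1, so these paralogs are not separate measurements. Adjusted over the list alone, 3 blood genes passed, and over all genes 0 passed with limma or the likelihood ratio test. Of 11 oligodendrocyte genes, 9 were lower in young EE and the list fell (median -0.45, adjusted p = 0.0215; adjusted p = 0.915 with an estimated correlation), including the myelin gene Mog (-0.78, SE 0.31). Of 16 markers of the ventral hippocampus, 13 were higher in young EE and the list rose (median 0.55, adjusted p = 0.00473; adjusted p = 0.915 with an estimated correlation), with Grp, a neuropeptide gene, at 1.53 (SE 0.37) and Dlk1 at 1.13 (SE 0.65). The 43 histone genes had a median of 0.03 while their test pointed down (adjusted p = 0.00473; adjusted p = 0.915 with an estimated correlation). In that list, 12 genes were lower and 1 was higher when adjusted over the list alone, and 9 passed over all genes by edgeR's likelihood ratio test. Hist1h2bk, a gene of core histone H2B, was at -1.81 (SE 0.43), and Hist1h2bb, Hist1h2bh and Hist1h2bj, whose reads are identical, were at -1.86 (SE 0.44). Camera and the counts above take such copies as separate genes. None of these single genes passed over all genes with limma (adjusted p = 1.00). The 4 lists kept their calls with all 3 libraries per group, at medians of -1.64 (blood), -0.71 (oligodendrocytes), 0.65 (ventral hippocampus) and 0.13 with a test pointing down (histones). The mean log2 value of the blood list was 9.97 in young EE library 3 and 12.40 in young SH library 3, the libraries that the paper did not use, against 8.68 to 9.62 in the young EE and 10.45 to 10.72 in the young SH libraries that it used. Markers of the dorsal minus those of the ventral hippocampus, as mean log2 values, were 2.02 in young SH library 1 and 2.10 in library 3 but -0.87 in library 2, and -0.57 to -0.05 in the young EE libraries. Without young EE library 1 the ventral and histone lists no longer passed (adjusted p = 0.503 and 0.980), nor without young SH library 1 (0.695 and 0.664). The oligodendrocyte list did not pass without young EE library 2 (0.593) or without young SH library 1 (0.664).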

Comparative counts identified clusters 2 and 5 enriched in young EE (EY) and clusters 1, 3, 4, and 6 enriched in young SH (SY) (Fig 6A; S11 and S12 Tables). 

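In aged mice, gene lists that mark the choroid plexus and the ventral hippocampus had the smallest p between EE and SH. All 14 measured genes of the choroid plexus, the tissue that secretes cerebrospinal fluid, were higher in aged EE (median log2 fold change 1.87, adjusted p = 2.6e-07 from camera; adjusted p = 0.423 with an estimated correlation). They include Kl (klotho; 2.35, SE 0.57), Enpp2 (2.02, SE 0.74) and Rdh5 (2.59, SE 0.62). This rise came from aged EE library 3, where the mean log2 value of the list was 8.77, against 5.56 in aged EE library 1, 5.44 in aged EE library 2, which the paper did not use, and 4.66 to 5.54 in the other groups, and without that library the list did not pass (adjusted p = 0.287). Markers of the ventral hippocampus fell as a list in aged EE, 14 of 16 being lower (median -1.49, adjusted p = 1.98e-06; adjusted p = 0.423 with an estimated correlation), with the oxytocin receptor gene Oxtr at -1.62 (SE 0.37) and the transcription factor gene Nr2f2 at -2.04 (SE 0.67), while Grp was at 1.20 (SE 0.37). The 5 dorsal markers were all higher (median 0.59, adjusted p = 0.0418; adjusted p = 0.423 with an estimated correlation), including Lct (3.33, SE 0.94) and Lefty1 (2.93, SE 1.16), with Wfs1 at 0.06 (SE 0.24). The dorsal minus ventral value was 2.49 and 2.25 in aged EE libraries 1 and 3, but 0.28 in aged EE library 2, -0.41 in aged SH library 1, also not used by the paper, and 0.07 and -0.39 in aged SH libraries 2 and 3. Genes of dentate granule cells rose (7 of 8, median 0.70, adjusted p = 0.00497), as did cytosolic ribosomal proteins (59 of 68, median 0.24, adjusted p = 0.00231), histones (31 of 43, median 0.46, adjusted p = 0.0175) and immediate-early genes, which respond to neuronal activity (15 of 19, median 0.59, adjusted p = 0.0418). With an estimated correlation their adjusted p were 0.423, 0.423, 0.627 and 0.476. Bdnf, a neurotrophin gene, was at 1.74 (SE 0.47), Arc at 2.28 (SE 1.16), Hist1h1c at 1.16 (SE 0.41), the granule cell transcription factor gene Prox1 at 0.99 (SE 0.50) and Rps26 at 0.61 (SE 0.23). Oligodendrocyte genes (9 of 11 higher, median 0.52, adjusted p = 0.0606; adjusted p = 0.627 with an estimated correlation) and the 3 measured pituitary hormone genes (median 3.47, adjusted p = 0.0454; adjusted p = 0.423 with an estimated correlation) also passed as higher. Endothelial genes passed as lower (7 of 9, median -0.46, adjusted p = 0.0418; adjusted p = 0.423 with an estimated correlation), with Cldn5, a gene of tight junctions, at -0.75 (SE 0.31). None of these single genes passed over all genes with limma, while the likelihood ratio test called 2 choroid plexus genes and 1 ventral gene. Adjusted over the list alone, 4 choroid plexus, 2 dorsal and 2 pituitary genes were higher, and 9 ventral genes were lower and 1 higher. Over all 12 libraries the choroid plexus (median 1.31), ventral (-1.0), dorsal (0.51), dentate (0.42), ribosomal (0.19), histone (0.45) and immediate-early lists (0.69) kept their calls, the oligodendrocyte and endothelial lists did not (adjusted p = 0.407 and 0.191), and too few pituitary genes were left to test. Left-out libraries ended further calls: aged EE library 1 for the dorsal (adjusted p = 0.430) and oligodendrocyte lists (0.280), aged EE library 3 for the histone (0.898), immediate-early (0.107) and pituitary lists (0.107), and aged SH library 3 for the dorsal (0.114) and endothelial lists (0.315). Without aged SH library 2 the ribosomal (0.350), histone (0.118), immediate-early (0.743), dorsal (0.263), oligodendrocyte (0.686) and pituitary lists (0.357) did not pass.

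**Figure D1:**
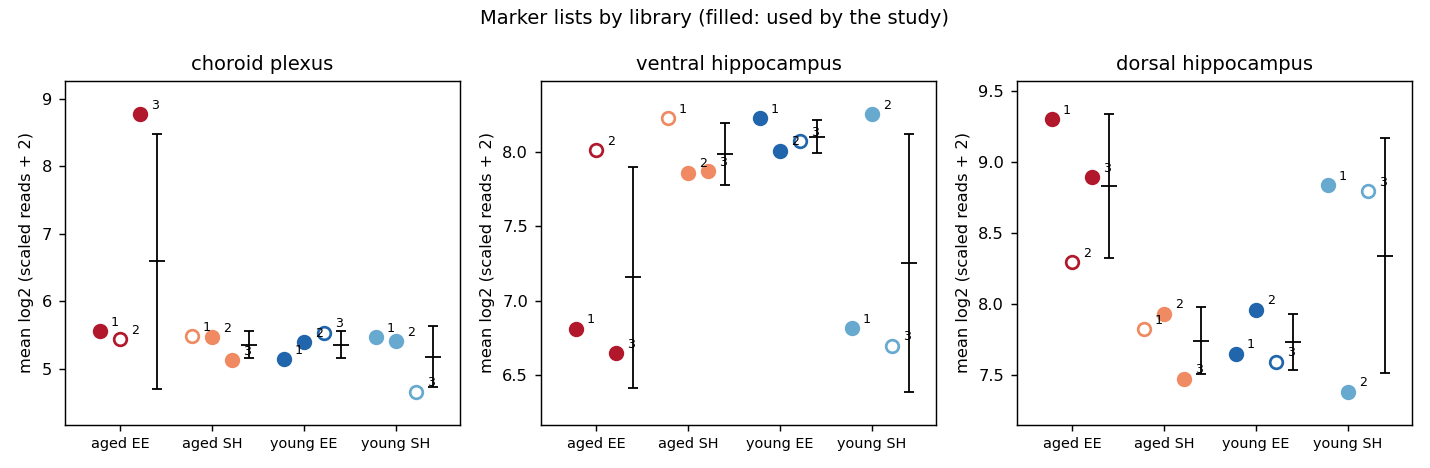
Mean log2 of scaled reads plus 2 (vertical axis) over the genes of the choroid plexus, ventral hippocampus and dorsal hippocampus lists, in each of the 12 libraries by group (horizontal axis). Numbers beside the points are library numbers, filled points are libraries the paper used, and bars give the mean and SD of all 3 libraries of a group; aged EE library 3 stands at 8.77 for the choroid plexus list, above the 11 other libraries.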

In aged, clusters 1, 5, and 6 were enriched in aged EE (EA) and clusters 2, 3, and 4 were enriched in aged SH (SA) (Fig 6B; S13 and S14 Tables). We identified 59 genes differentially expressed in young, and 410 genes differentially expressed in aged using edgeR at an FDR of 10%, a stringent method for multi-group comparisons that utilizes empirical Bayes estimation and exact tests based on the negative binomial distribution (refer to Methods). This suggests that EE altered a considerable number of genes between aged but not between young mice. 

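Dynlrb1, a light chain of the dynein motor, was at a log2 fold change of 3.01 (SE 0.43, adjusted p = 0.753 from limma) in aged EE over aged SH in the libraries the paper used. It was at 2.62 (SE 0.34) and passed with all 3 libraries per group (adjusted p = 0.0892). Its RPM were 309 and 269 in aged EE libraries 1 and 3 and 253 in library 2, against 54.1 and 23.4 in aged SH libraries 2 and 3 and 70.7 in library 1. In young mice, the gene with the smallest p in the libraries the paper used was Psmg1. It encodes a chaperone of proteasome assembly and was named after its value was seen. Its log2 fold change in young EE over young SH was -2.36 (SE 0.25, adjusted p = 0.154), with 2.34 and 2.37 RPM in young EE libraries 1 and 2 but 19.9 in young EE library 3, which the paper did not use, and 13.0, 12.6 and 17.9 in young SH libraries 1, 2 and 3. In the libraries the paper used, 0 genes passed in aged mice with limma (761 at an unadjusted p under 0.05) and 0 in young mice (382). On recovered reads, edgeR's quasi-likelihood test also called 0 and 0, its likelihood ratio test 30 in aged (16 higher and 14 lower in EE) and 24 in young mice (7 higher and 17 lower), and DESeq2 33 and 18. From all 12 libraries, limma called 1 gene in aged mice, Dynlrb1 (1166 at an unadjusted p under 0.05), and 0 in young mice (1259), the quasi-likelihood test 0 and 11, the likelihood ratio test 16 and 65, and DESeq2 102 and 110. The libraries of the 2 aged groups did not overlap in 39.5% of genes with the libraries the paper used, where chance gives 33.3%, and in 17.1% with all 3, where chance gives 10%. For the young groups these shares were 26.3% and 12.8%. When 200 genes were changed in simulated libraries, limma with 2 libraries per group recovered 76 of 100 genes with a 4-fold change and 8 of 100 with a 2-fold change. The changed genes were drawn only from those with more reads than the filter required, so recovery of genes with few reads was not simulated. The simulation gave genes of like expression the same spread and left out structure shared between libraries, so recovery in the real libraries may differ. Leaving out 1 of the libraries the paper used left its group with 1 library, so counts of genes from those fits are not given. Among all 12 libraries, 297, 81, 9 and 4 genes passed in young mice without young EE library 1, young SH library 2, aged EE library 1 and young SH library 1. In aged mice 5 and 3 passed without aged SH libraries 2 and 3, 1 without aged SH library 1, and 0 without any 1 of the other 9.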

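The difference between the housing effect in aged and in young mice was tested directly, as aged EE minus aged SH less young EE minus young SH. Of 36 gene lists, 14 passed this test with camera, 12 of them with a higher effect in aged mice (choroid plexus, histone, blood, cytosolic ribosomal, PP1 inhibitor, PP1 regulatory, oligodendrocyte, dentate granule cell, immediate-early, pituitary, dorsal hippocampus and microglia genes) and 2 with a lower effect (ventral hippocampus and endothelial genes). The lowest adjusted p among lists was 0.299 with an estimated correlation. Of 35 lists tested with all 3 libraries per group, 13 passed (12 higher), and the lowest was 0.349. Aged EE and young SH count in the same direction in this test. Libraries 1 and 3 of both groups had dorsal minus ventral values of 2.02 to 2.49, against -0.87 to 0.28 in the other 8 libraries. They also had the highest means of the dentate granule cell, oligodendrocyte, microglia, PP1 inhibitor and PP1 regulatory lists. Whether these lists differ apart from that value was not tested. No single gene passed the limma test of this difference in the libraries the paper used (0 genes, 722 at an unadjusted p under 0.05) or with all 3 libraries (0 genes, 1594 at an unadjusted p under 0.05). The quasi-likelihood test called 0 genes in each set, the likelihood ratio test 53 and 180, and DESeq2 37 and 301. Across 13196 genes, which are not independent replicates, the housing effects in aged and in young mice correlated at r = -0.06 (rho = -0.09), and at r = -0.15 (rho = -0.15) with all 3 libraries. Without young SH library 1 this r was 0.14, without aged SH library 2 it was 0.04, without aged SH library 3 it was -0.15 and without young SH library 2 it was -0.24. With all 3 libraries per group at the start, the count of genes became 325, 33, 1 and 1 without young SH library 2, young EE library 1, aged SH library 3 and young SH library 1. Past its FDR, the paper lists 127 gene names as higher in aged EE, of which 107 were measured here. It lists 181 as higher in aged SH, of which 170 were measured. These were compared between aged EE library 2 and aged SH library 1, which the paper did not use. There 66 of the 107 were higher and 133 of the 170 were lower in aged EE. For young EE library 3 against young SH library 3, these counts were 10 of 14 and 10 of 16 measured names. From the larger number of transcripts that differed with housing in aged than in young mice, the paper proposes that EE altered expression widely in aged but not in young animals.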

Aged SH mice had generally lower levels of gene expression across the 27,851 gene transcripts compared to aged EE, young EE, and young SH mice (Fig 6C, S6A–S6L Fig).

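Per transcript, 2 of the 3 aged SH libraries held fewer reads before any scaling than every library of the other groups. The means were 318 and 231 reads in the aged SH libraries 2 and 3 that the paper used and 468 in aged SH library 1, which it did not use and which lies above 7 of the 9 libraries of the other groups. The corresponding means were 455 and 535 in aged EE libraries 1 and 3 (401 in library 2), 493 and 434 in young EE libraries 1 and 2 (384 in library 3), and 426 and 447 in young SH libraries 1 and 2 (363 in library 3). Over the libraries the paper used, the group means and medians per transcript were 495 and 25 in aged EE, 464 and 28.5 in young EE, 274 and 14.5 in aged SH, and 436 and 27.5 in young SH. The mean of aged SH was 0.590 times that of the other groups in those libraries (two-sided exact permutation test of 2 against 6 libraries, p = 0.0357, the smallest that these allow) and 0.774 times with all 3 libraries (exact permutation test of 3 against 9, p = 0.0682). The first p does not allow for the paper's choice of libraries, which left out the highest aged SH library. Without aged SH library 1 the ratio was 0.627. The mean per transcript is the library's total divided by 29973 transcripts, and the totals of aged SH libraries 1, 2 and 3 were 14015883, 9524626 and 6928722 reads. After every library was thinned to the same total, the mean is fixed by construction, and the medians were 12, 12 and 11 reads in aged SH, 11, 12 and 11 in aged EE, 15, 12 and 13 in young EE, and 14, 14 and 16 in young SH libraries 1, 2 and 3. The mean after TMM is likewise set by the library factors.

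**Figure D2:**
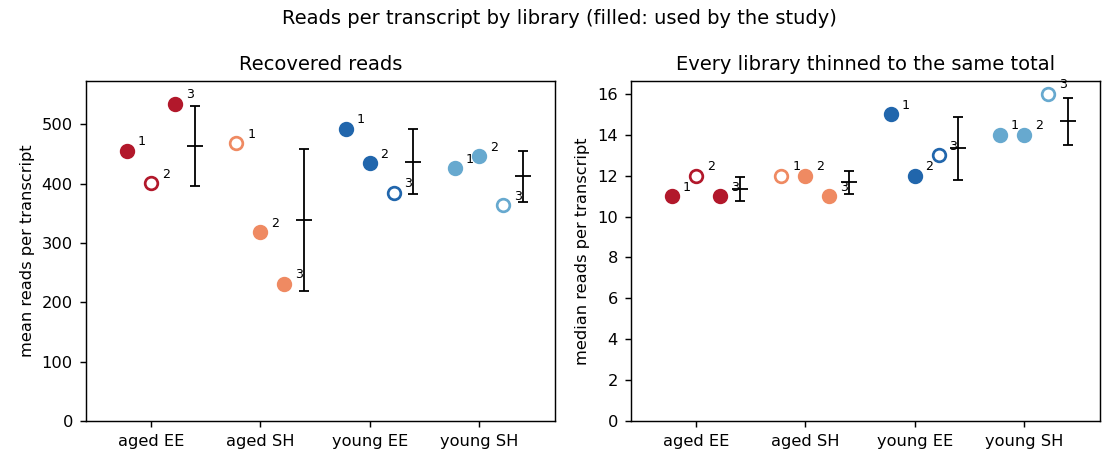
Mean reads per transcript before scaling (left) and median reads per transcript after thinning to the same total (right), for each of the 12 libraries by group (horizontal axis). Numbers beside the points are library numbers, filled points are libraries the paper used, and bars give the mean and SD of all 3 libraries of a group; before scaling, aged SH libraries 2 and 3 lie at 318 and 231 reads and aged SH library 1 at 468.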

**Fig 6:**
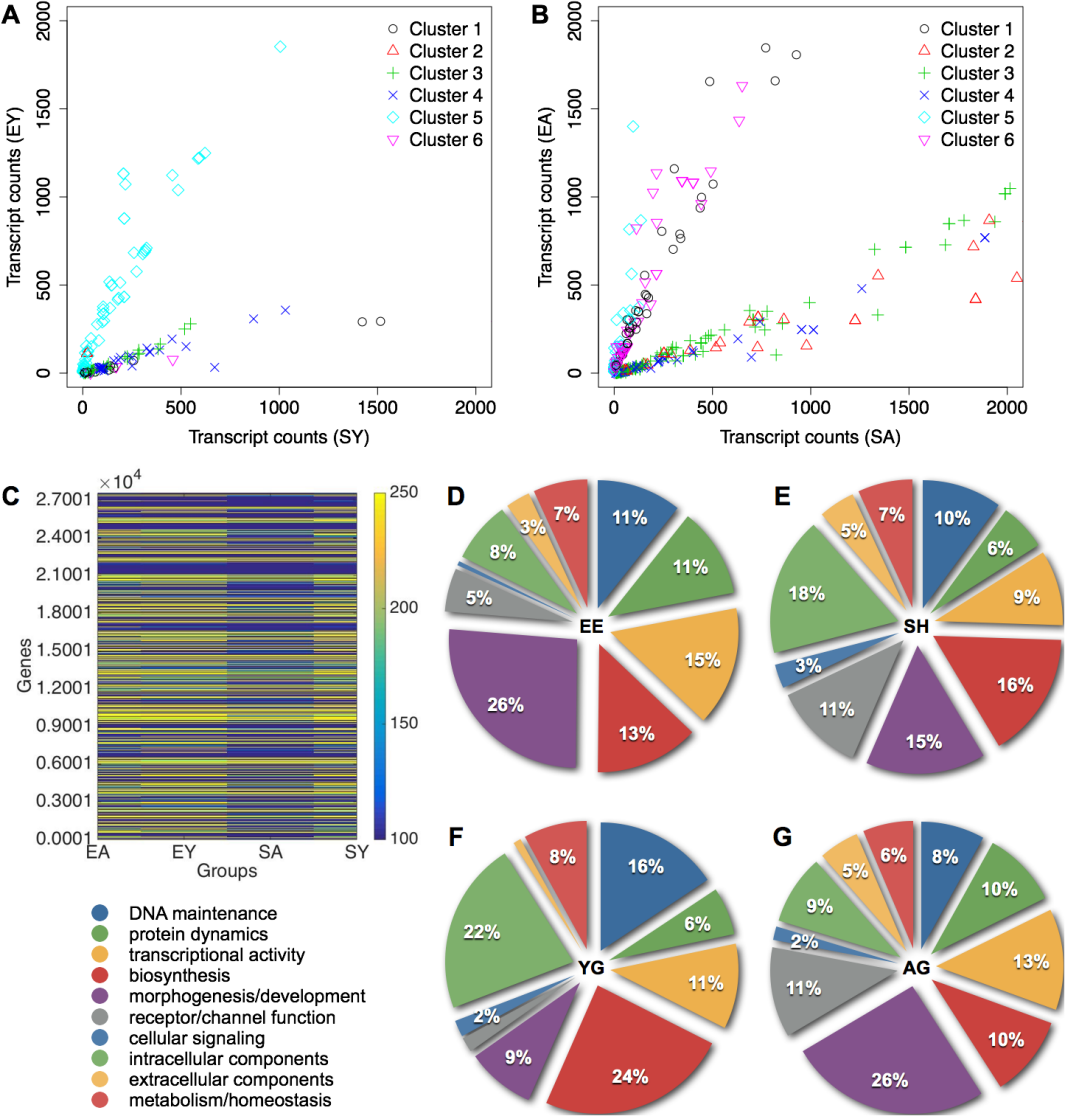
Hippocampal genes associated with EE in aged and young mice using SAGE-Seq. (**A**) Unbiased clustering of transcripts differentially expressed in young EE (EY) compared to young SH (SY). Clusters 2 and 5 are associated with EY and clusters 1, 3, 4, and 6 are associated with SY. Counts are cutoff at 2000 for visualization. (**B**) Clustering of transcripts differentially expressed in aged EE (EA) compared to aged SH (SA). Clusters 1, 5, and 6 are associated with EA and clusters 2, 3, and 4 are associated with SA. (**C**) Heatmap of the 27,581 genes shown as absolute expression levels greater than 250 transcripts (yellow), less than 100 transcripts (blue), and counts inbetween are in shades of green. Transcript levels range from 0–76,000, and EA average of 513 and median of 37, EY average of 484 and median of 42, SA average of 285 and median of 21, and SY average of 455 and median of 40. Distribution of GO categories in (**D**) EE, (**E**) SH, (**F**) young (YG), and (**G**) aged (AG). GO terms were classified into ten functional groups including, clockwise from DNA maintenance (blue), protein dynamics (green), transcriptional activity (orange), biosynthesis (red), morphogenesis and developmental processes (violet), receptor and channel function (grey), cellular signaling pathways (cornflower blue), intracellular components (pale green), extracellular components (pale orange), and metabolic and homeostatic functions (pale red). The broader categories of binding, cell, and metabolism were excluded.

We also found a 3 to 6-fold increase in the expression of *Ppp1r1a*, *Ppp1r16b*, *Ppp1r3b*, and *Ppp1r13b* in aged EE compared to aged SH mice, transcripts that correspond to regulatory inhibitor subunits of PP1 (S13 and S14 Tables). 

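Ppp1r1a, which encodes inhibitor 1 of protein phosphatase 1 (PP1), had 543 ± 10.1 RPM (SD, n = 2) in aged EE and 181 ± 13.6 (SD, n = 2) in aged SH in the libraries the paper used. Its transcript NM_021391 lies on chromosome 15 of mm9 from 103360710 to 103368423 on the minus strand. Its log2 fold change was 1.59 (SE 0.29, adjusted p = 0.837 from limma), while the likelihood ratio test of edgeR (adjusted p = 0.0229) and DESeq2 (adjusted p = 0.00663) called it over all genes. Aged EE library 2, which the paper did not use, had 183 RPM of Ppp1r1a, and aged SH library 1, also not used, 188. Over all 3 libraries the means were 423 ± 208 (SD, n = 3) and 184 ± 10.5 (SD, n = 3), and the log2 fold change was 1.04 (SE 0.36, adjusted p = 0.531 from limma). Ppp1r1a did not pass the likelihood ratio test with all 3 libraries either. Ppp1r16b, which encodes a PP1 subunit at the membrane, was at 1.08 (SE 0.50) and at 0.79 (SE 0.39) with all 3 libraries. Ppp1r13b, whose product binds p53, was at 0.69 (SE 0.34) and at 0.36 (SE 0.28). Ppp1r3b, a subunit that directs PP1 to glycogen, was at 1.59 (SE 0.54), from 2 to 35 reads per library in the aged groups, and was too low to be tested with all 3. The scaled folds of Ppp1r1a, Ppp1r16b, Ppp1r3b and Ppp1r13b were 3.00, 2.12, 3.02 and 1.61, with 2.52 as the fold at the median of their log2 values, and the ratios of their unscaled mean reads were 5.28, 3.67, 6.86 and 2.93. The fold at that median was 1.73 over the 3 of these genes left with all 3 libraries. Ppp1r16b, Ppp1r3b and Ppp1r13b did not pass by the likelihood ratio test (adjusted p = 0.789, 0.447 and 0.911). Nor did they pass by the FDR in the paper's own table (0.1436, 0.2333 and 0.5345). Ppp1r14a was at 0.61 (SE 0.50), and the PP2A subunit genes Ppp2r5a and Ppp2r2d were at -0.57 (SE 0.33) and 0.14 (SE 0.19). The list of PP1 inhibitor subunits that the paper names was higher in 5 of 5 genes (median 1.08, adjusted p = 0.000182 from camera; adjusted p = 0.423 with an estimated correlation). Since the paper chose 4 of these genes on these samples, that list is not independent evidence of the direction. Of 26 PP1 regulatory subunits, 17 were higher (median 0.27, adjusted p = 0.0418; adjusted p = 0.423 with an estimated correlation), and all 3 catalytic subunits were higher (median 0.41, adjusted p = 0.0606; adjusted p = 0.423 with an estimated correlation), with Ppp1ca at 1.36 (SE 0.46). Adjusted over the list alone, 4 inhibitor, 1 regulatory and 1 catalytic gene were higher, and with all 3 libraries the medians were 0.62, 0.27 and 0.48 and the 3 lists kept their calls. Aged EE libraries 1 and 3 and young SH libraries 1 and 3, the 4 libraries with dorsal minus ventral values above 2, had the highest means of the PP1 inhibitor list (log2 values of 10.73, 10.86, 10.47 and 10.23, against 9.20 to 9.96 in the other 8). These 4 libraries also had the highest means of the PP1 regulatory list (8.30, 8.37, 8.36 and 8.34, against 7.91 to 8.19 in the other 8). In a fit of all 12 libraries with the dorsal minus ventral value as a covariate, chosen after the values were seen, Ppp1r1a was at 0.31 (SE 0.31) and Ppp1r16b at -0.12 (SE 0.26). The regulatory list did not pass without aged EE library 3 (adjusted p = 0.147) or aged SH library 3 (0.274), nor the catalytic list without aged EE library 3 (0.147) or aged SH library 2 (0.272).

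**Figure D3:**
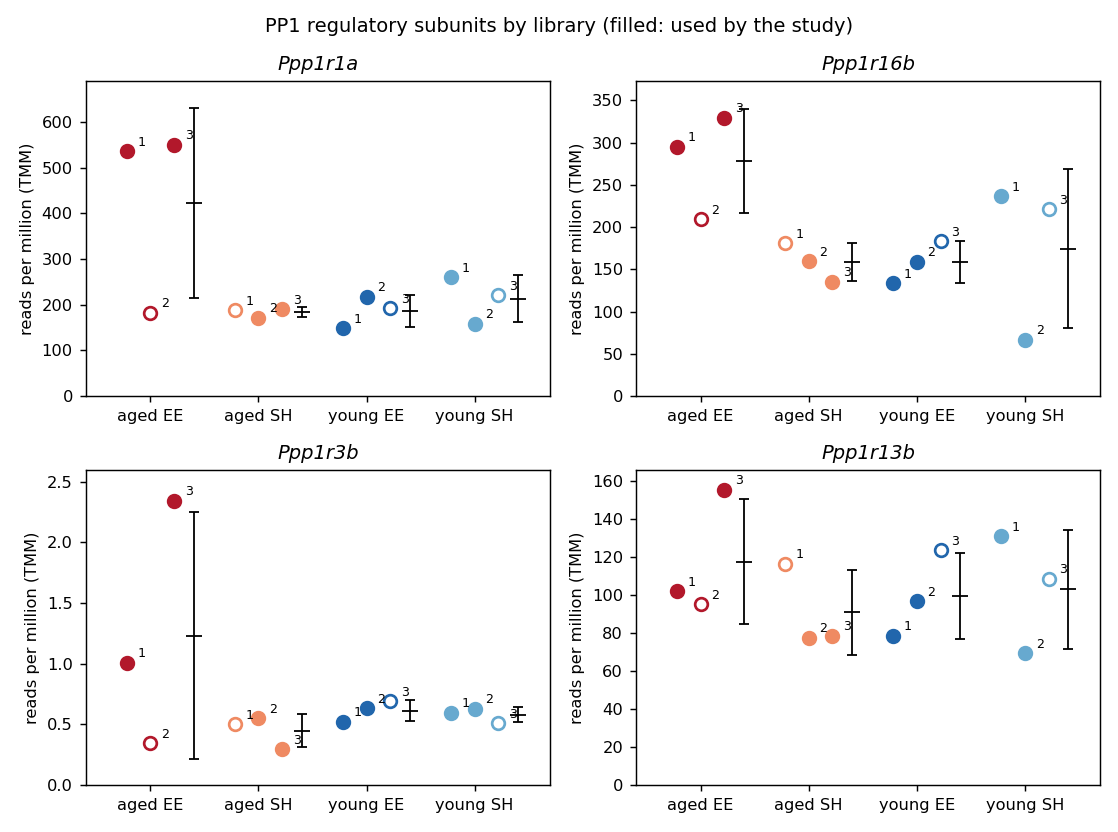
RPM after TMM (vertical axes, from 0) of Ppp1r1a, Ppp1r16b, Ppp1r3b and Ppp1r13b in each of the 12 libraries by group (horizontal axis). Numbers beside the points are library numbers, filled points are libraries the paper used, and bars give the mean and SD of all 3 libraries of a group; for Ppp1r1a, aged EE libraries 1 and 3 stand at 536 and 550 and library 2 at 183.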

In a separate study, another regulatory inhibitor subunit, *Ppp1r14a* expression, was found to be increased in aged-unimpaired mice, which have limited cognitive deficits similar to aged EE mice [23]. Furthermore, in agreement with the higher PP1/PP2A activity we observed in aged SH mice (Fig 4A), other microarray studies similarly show that expression of regulatory subunits of PP2A, such as *Ppp2r5a* and *Ppp2r2d*, are increased in aging [24] but decreased in aged-unimpaired mice [23], respectively.

We performed DAVID analysis on differentially expressed transcripts with a Benjamini and Hochberg-adjusted p < 0.01 to obtain functional categories enriched in the respective groups (S15–S18 Tables). Annotated GO terms were classified into higher-order GO slim ancestral terms to identify relevant functional groups associated with age and housing (Fig 6D–6G). With EE, categories associated with protein dynamics, transcriptional activity, and morphogenetic and developmental processes had higher representations at the expense of receptor/channel function and intracellular components enriched in SH (Fig 6D and 6E). In young mice, DNA maintenance, biosynthesis, and intracellular components were higher over those of morphogenetic and developmental processes, and receptor/channel function enriched in aged (Fig 6F and 6G).

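Between the standard-housed groups, aged mice had lower levels of blood genes and of single genes of several kinds than young mice. All 5 blood genes were lower in aged SH (median log2 fold change -0.77, adjusted p = 0.00275 from camera; adjusted p = 0.564 with an estimated correlation; 4 lower adjusted over the list alone), and 16 of 19 immediate-early genes were lower (median -0.35, adjusted p = 0.0661; adjusted p = 0.772 with an estimated correlation). The blood list was at -1.03 with all 3 libraries per group and passed, and the immediate-early list did not (adjusted p = 0.173), while ventral hippocampus markers passed as higher in aged SH (13 of 16, median 0.52, adjusted p = 0.0678; adjusted p = 0.835 with an estimated correlation). With all 4 groups in the limma fit, single genes passed with all 3 libraries per group and not in the libraries the paper used, among them Pin4, a peptidyl-prolyl isomerase gene (-3.16, SE 0.38, adjusted p = 0.0420), the cell cycle transcription factor gene E2f4 (-2.50, SE 0.36), Nfe2l2, which encodes the regulator of antioxidant genes Nrf2 (-2.22, SE 0.41), the potassium channel gene Kcnk1 (-1.32, SE 0.21) and N6amt2 (-2.06, SE 0.32). The neuropeptide gene Npy (-3.61, SE 0.86), the immediate-early gene Nr4a1 (-1.87, SE 0.41) and the beta-globin gene Hbb-b1 (-3.22, SE 0.83) were lower as well, and the galactokinase gene Galk2 (1.28, SE 0.23), Nme7 (1.08, SE 0.19) and the RNA-binding protein gene Hnrnpd (0.82, SE 0.15) were higher. In the libraries the paper used, these 11 genes had an adjusted p of 0.631. Their sign there was bound to be the same, since all 402 genes called with all 3 libraries had groups that did not overlap. Between the enriched groups, aged mice had higher levels of cytosolic ribosomal proteins (57 of 68, median 0.42, adjusted p = 5.38e-08), choroid plexus genes (14 of 14, median 1.88, adjusted p = 1.66e-07), histones (30 of 43, median 0.22, adjusted p = 8.14e-05) and oligodendrocyte genes (10 of 11, median 0.60, adjusted p = 0.00488). Dorsal markers were higher (5 of 5, median 1.15, adjusted p = 0.0173) and ventral markers lower (15 of 16, median -1.42, adjusted p = 3.38e-09). In this comparison, 11 of 36 lists passed in the libraries the paper used and 13 of 35 (11 higher) with all 3 libraries. In the libraries the paper used, the others were the PP1 inhibitor, pituitary, blood, oxidative phosphorylation and microglia lists, as higher. The lowest adjusted p with an estimated correlation was 0.435 there. Psmg1 was the gene that passed, at 2.98 (SE 0.25, adjusted p = 0.0309), and was at 1.90 (SE 0.70, adjusted p = 0.632) with all 3 libraries. For aged SH against young SH, limma called 0 genes in the libraries the paper used (1002 at an unadjusted p under 0.05), the quasi-likelihood test 0, the likelihood ratio test 49, DESeq2 130 and limma with only the 2 groups compared 7. Limma with all 3 libraries called 402 genes (165 higher and 237 lower), the quasi-likelihood test 371, the likelihood ratio test 991 and DESeq2 1161. For aged EE against young EE, limma called 1 gene and 0 with all 3 libraries (755 and 1035 at an unadjusted p under 0.05), the quasi-likelihood test 1 and 0, the likelihood ratio test 49 and 18, and DESeq2 50 and 48. The 402 genes became 0 with the dorsal minus ventral value of each library as a covariate, a setting chosen after the values were seen, in which young SH libraries 1 and 3 stand apart from the other libraries of these groups, and 1 at a threshold of 0.05. They became 0 without aged SH library 1 or young SH library 3, 1 without aged SH library 3, 4 without aged SH library 2, 15 without young SH library 1, 43, 56 and 67 without aged EE libraries 1, 2 and 3, 55 without young EE library 3, and 1157 and 1160 without young EE library 1 and young SH library 2. In the libraries the paper used, a left-out library left its group with 1, so counts of genes from those fits are not given. The blood and immediate-early lists between the standard-housed groups did not pass without aged SH library 2 (adjusted p = 0.459 and 0.607), nor the latter without young SH library 2 (0.151). Between the enriched groups the choroid plexus and histone lists did not pass without aged EE library 3 (adjusted p = 0.180 for each), the dorsal list without aged EE library 1 (0.269) or young EE library 2 (0.116), and the oligodendrocyte list without young EE library 2 (0.416). The blood list did not pass with all 3 libraries per group (median 0.19, adjusted p = 0.787), nor without aged EE library 1 (0.167) or young EE library 2 (0.562). The oxidative phosphorylation list did not pass without aged EE library 1 (0.353) or young EE library 2 (0.268), nor the microglia list without aged EE library 1 (0.276) or young EE library 1 (0.416).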

We found similarities to DAVID analysis when analyzing individual GO terms. In young mice, neuronal and synaptic transmission was associated with EE while oxidative stress, DNA hypermethylation (a process to silence genes) and cell death were associated with SH (S19 and S20 Tables). 

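None of the gene lists for these processes passed between young EE and young SH. Camera tests a shift of whole lists, whereas the paper tested terms for enrichment among its called transcripts. Of 42 genes of synaptic transmission, 20 were higher in young EE and 22 lower (median log2 fold change -0.05, with a test pointing up, adjusted p = 0.911 from camera), with the synaptic vesicle gene Vamp2 at -1.0 (SE 0.28), the synapse adhesion gene Nlgn2 at -0.73 (SE 0.23) and Cplx1, a gene of vesicle release, at 0.62 (SE 0.23). Of 31 genes of the oxidative stress response, 13 were higher and 18 lower (median -0.05, adjusted p = 0.911), with Gclm, a gene of glutathione synthesis, at -0.97 (SE 0.35), Nfe2l2 at -1.40 (SE 0.44) and the mitochondrial superoxide dismutase gene Sod2 at 0.63 (SE 0.23). Of 18 genes of DNA methylation, 8 were higher and 10 lower (median -0.07, adjusted p = 0.849), with Tet2, whose enzyme oxidizes methylated cytosine, at 0.52 (SE 0.35) and Mat2b at -0.92 (SE 0.62). Of 39 genes of cell death, 17 were higher and 22 lower (median -0.06, with a test pointing up, adjusted p = 0.911), with the death receptor gene Fas at 0.88 (SE 0.42) and the survival gene Bcl2 at 0.55 (SE 0.29). In the libraries the paper used, no member of these 4 lists passed over all genes with limma or the likelihood ratio test, or adjusted over the list alone with limma. With all 3 libraries 1 synaptic gene was higher and 1 oxidative stress gene was higher and 1 lower when adjusted over the list alone, and over all genes limma called none and the likelihood ratio test 1 synaptic and 2 oxidative stress genes. Their adjusted p were 0.920, 0.920, 0.965 and 0.920 with all 3 libraries per group, where the medians of the synaptic (0.03), oxidative stress (0.05) and DNA methylation lists (0.04, with a test pointing down) were above 0 and that of cell death was -0.09.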

In aged mice, EE was significantly enriched for gene transcription-dependent processes suggesting increased transcriptional activity with EE (S21 and S22 Tables). 

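Genes of the transcription machinery did not differ as a list between aged EE and aged SH. Of 73 genes of RNA polymerase II and the general transcription factors, 35 were higher in aged EE and 38 lower (median log2 fold change -0.03, adjusted p = 0.835 from camera, and median -0.01, adjusted p = 0.647, with all 3 libraries). The polymerase subunit gene Polr2c was at 0.47 (SE 0.20), the Mediator subunit gene Med10 at 0.49 (SE 0.22) and the initiation factor gene Gtf2e1 at -0.60 (SE 0.25). None of these genes passed over all genes with limma or the likelihood ratio test, or adjusted over the list alone with limma. The list covers the transcription machinery only, whereas the paper tested terms for enrichment among its called transcripts.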

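In young mice, the 73 genes of RNA polymerase II and the general transcription factors were split between EE and SH, with 38 higher and 35 lower in young EE (median log2 fold change 0.01, with a test pointing down, adjusted p = 0.911 from camera). Among them, the polymerase subunit gene Polr2f was at -2.84 (SE 0.69), the Mediator gene Med26 at -2.20 (SE 0.82) and Taf7, a gene of the TFIID complex, at 0.64 (SE 0.29). Respiratory chain genes, which make up much of the pathways named for neurodegenerative diseases, were also split, with 43 of 78 genes of oxidative phosphorylation higher in young EE and 35 lower (median 0.02, with a test pointing down, adjusted p = 0.773). Cyc1 of complex III was at -1.16 (SE 0.28) and Ndufv2 of complex I at -0.77 (SE 0.25). Of 58 genes of Alzheimer's disease outside the respiratory chain, 32 were higher and 26 lower (median 0.05, adjusted p = 0.711), with Ide, whose enzyme degrades amyloid beta, at 0.54 (SE 0.28). Of 44 genes of amyotrophic lateral sclerosis, 24 were higher and 20 lower (median 0.03, adjusted p = 0.822). No member of the lists of transcription, oxidative phosphorylation, Alzheimer's disease and amyotrophic lateral sclerosis passed over all genes with limma or the likelihood ratio test, or adjusted over the list alone with limma. The same lists had adjusted p with all 3 libraries per group of 0.965, 0.911, 0.920 and 0.852, and the median of the last was -0.10.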

Using KEGG pathway analysis, we also found that transcriptional regulation-associated pathways were enriched in young EE, while Huntington’s, Parkinson’s, and Alzheimer’s disease pathways were enriched in young SH (S23 and S24 Tables). 

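Of the memory pathways, genes of long-term potentiation were higher as a list in aged EE than in aged SH. In that list 36 of 59 genes were higher and 23 lower (median log2 fold change 0.19, adjusted p = 0.0929 from camera; adjusted p = 0.423 with an estimated correlation), with Ppp3ca, a catalytic subunit of calcineurin, at 1.32 (SE 0.29) and Rras2, a Ras-related GTPase, at 0.83 (SE 0.22). These were the 2 genes of the list that were higher when adjusted over the list alone with limma, and over all genes limma called none and the likelihood ratio test 1. Of 108 genes of MAPK signaling, 58 were higher and 50 lower (median 0.05, adjusted p = 0.331). Of 69 genes of axon guidance, 31 were higher and 38 lower (median -0.07, adjusted p = 0.416), with the ephrin receptor gene Epha7 at 1.91 (SE 0.40), which passed when adjusted over the list alone with limma, and Robo3, a receptor gene of commissural axons, at 1.84 (SE 0.46). Of 44 genes of amyotrophic lateral sclerosis, 24 were higher and 20 lower (median 0.05, with a test pointing down, adjusted p = 0.972), with the neuronal filament gene Prph at -2.47 (SE 0.67) and the caspase gene Casp9 at -0.96 (SE 0.32). The member of that list that passed when adjusted over the list alone is Ppp3ca, which was higher. Of 58 genes of Alzheimer's disease outside the respiratory chain, 30 were higher and 28 lower (median 0.01, with a test pointing down, adjusted p = 0.972), with Mme, which encodes the amyloid-degrading enzyme neprilysin, at -1.39 (SE 0.42). Genes of oxidative phosphorylation were higher in 44 of 78 cases (median 0.08, adjusted p = 0.652). The paper tested such pathways for enrichment among its called transcripts, whereas camera tests a shift of whole lists. The long-term potentiation list did not pass with all 3 libraries per group (median 0.11, adjusted p = 0.216), and the lists of MAPK signaling (adjusted p = 0.122), axon guidance (0.647), amyotrophic lateral sclerosis (0.977), Alzheimer's disease (0.977) and oxidative phosphorylation (0.257) did not pass either. Among the libraries the paper used, the long-term potentiation list also did not pass without aged EE library 1 (adjusted p = 0.185) or 3 (0.116), aged SH library 2 (0.265) or 3 (0.270), or young SH library 1 (0.108) or 2 (0.111), nor with scaling by total count (0.103).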

In aged mice, EE was associated with memory-specific pathways including MAPK signaling, axon guidance, and long-term potentiation, while SH was associated with neurodegenerative disease pathways including amyotrophic lateral sclerosis and Alzheimer’s disease, comparable to those found in young SH mice (S25 and S26 Tables). Neurodegenerative pathways identified in the transcriptome profiles of young SH and aged SH, which together constitute the SH condition, are nearly identical to those identified in the proteomes of naïve aged mice (Tables 1 and 2).

## Discussion

Our study provides a comprehensive investigation of the behavioral, cellular, and transcriptional processes associated with the progression of ARCD as well as the preservation of cognitive function with EE. More specifically, it reveals that dysregulation of PPs in the hippocampus may underlie ARCD, but that EE-mediated increase in PP1 inhibitors during middle-age can preserve cognitive function. This study also provides in-depth analysis of the aging proteome and transcriptome in the hippocampus. Transcriptome analysis reveals networks and pathways associated with cellular senescence and neural functions but also to novel processes not yet investigated in the context of aging and ARCD. Importantly, pathway analysis shows that neurodegenerative processes are ameliorated in enriched aged mice. Proteomic analysis provides further evidence that phosphorylation is dysregulated in aging and provides novel targets for intervention in ARCD and neurodegenerative diseases.

Using massively parallel sequencing, which allows for absolute rather than relative quantification and greater, deeper coverage of the genome, we procured a unique dataset with higher confidence levels than previously possible with similarly powered microarray analysis. We applied the GLM functionality in the well-established edgeR package to our dataset [39,47,48]. This is a stringent method that uses Benjamini-Hochberg procedure by default to obtain p values adjusted for multiple testing rather than other methods, such as Storey-Tibshirani, which can increase the number of significant genes by more than 30% at the same FDR [49–52]. Moreover, normalization methods, including edgeR, have also been shown to greatly underestimate the number of truly positive differentially expressed genes by up to half [49,50,52,53]. Underestimation in addition to less stringent methods will result in larger gene lists at the same FDR value or lower FDR rates for the same distribution. Thus, our list of genes are likely to be underrepresented, but for the purposes of extracting a focused set of differentially expressed genes, specifically those belonging to the PPs family, we deemed edgeR a suitable choice for comparative analysis.

Aged animals are known to have globally decreased gene expression levels [23–28,32,34,35]. We therefore expected greater variance in gene expression levels in aged mice due to increased variance with age, disease and environmental enrichment. The global assessment of gene expression changes reflects this difference, with aged SH mice having considerably lower levels of gene expression across the 27,851 gene transcripts compared to aged EE, young EE, and young SH mice (Fig 6C). This suggests the cognitive improvements that have accompanied aged EE mice are likely due to the effect of environmental enrichment and accompanying changes to the transcriptome. Increased variance with aging may also explain why young mice had relatively few differentially expressed genes–the hippocampi and cognitive functions of young mice are equally healthy and plastic regardless of enrichment.

In general, there are relatively few genome-wide datasets in the brain, particularly using next generation sequencing techniques, and to our knowledge we are not aware of any genome-wide studies detailing age-related cognitive impairment and its rescue or preservation through environmental enrichment. There are, however, several microarray-based gene expression studies investigating similar age-related phenomena, specifically relating to memory and aging [23,24,34,54]. These studies of hippocampal gene expression in aged mice have identified similar neurodegenerative disease pathways in aging and support our finding that PP1/PP2A activity and expression is increased in aged mice [23,24,32,34,54]. However, our study shows that the mechanism for the progression of ARCD and its prevention through EE may be attributed, in particular, to the regulation of PP1 inhibitors–including *Ppp1r1a*, *Ppp1r3b*, *Ppp1r13b*, *Ppp1r14a*, and *Ppp1r16b* found in our study and others.

PP1 has also been implicated in the regulation of histone phosphorylation and acetylation [38,55,56], and has been shown to regulate chromosome condensation and segregation [57–59]. The importance of epigenetic processes in the brain is highlighted by recent studies that show chromatin remodeling is also dysregulated in aging. Like PPs, histone deacetylase (HDAC) inhibitors have been shown to enhance or reverse memory deficits associated with aging and neurodegeneration [7,37,60]. However, the functional activities of HDACs as well as the phosphorylation and acetylation states of histones are likely regulated by the activities of protein kinases and protein phosphatases such as PP1 [38,55,56,61]. It may, therefore, be possible to conclude that dysregulated epigenetic processes in aging are linked to dysregulated PPs and the associated gene expression changes in the aging brain.

## Conclusions

Further studies are needed to understand the cellular and genetic processes involved in cognitive aging, however, this study provides an in-depth overview of the genes and pathways affected in ARCD. In particular, the discovery of PP dysregulation in aging as a process that can be manipulated by behavioral modification provides both a novel strategy with which to prevent ARCD, but also a novel class of targets for pharmacological intervention. Our emphasis on preservation of cognitive functions during middle-age using environmental and behavioral modifications, provides a sensible approach to address the aging population and the financial and social burdens facing society.

## Supporting Information

S1 Fig Standard laboratory housing and environmental enrichment cages with enrichment variables and their arrangements. (**A**) Standardized laboratory cages with a cardboard carton for housing and tissues for nesting materials used in the animal facilities at the University of Zürich. (**B**) Environmental enrichment cages adapted from Tecniplast cages for rats. The size of the enrichment cage in the photo is approximate to standard laboratory cages (refer to Methods for dimensions). (**C**) The configuration of enrichment materials, shown in four different example arrangements, were alternated on a weekly basis. (**D**) The enrichment materials–toys, mazes, tunnels, housing, and running wheels–used for each cage over the course of the enrichment experiments.
(TIF)

S2 Fig 2-Context fear conditioning apparatus. (A) The clear, acrylic conditioning container and electric grid included in the TSE Fear Conditioning Systems was used as the first Context. (B) An infra-red light-penetrable, black acrylic conditioning container was used in conjunction with a custom-designed electric grid consisting of 1.25 cm metal strips with regularly spaced drilled holes measuring 0.5 cm in diameter, as the second Context.
(TIF)

S3 Fig Weight and open field behavior before and after enrichment or standard housing. (**A**) Weight of aged and young mice followed by (**B**) open field test measuring time spent in the center of the box from the fear conditioning cohort before separation into respective housing cages. (**C**) Weight of mice by age after several weeks of enrichment or standard housing and (**D**) separated by age, before and after (^†^ *p* < 0.001 relative to both Aged EE and Aged SH). (**E**) Weight of mice separated by age and EE or SH (Aged EE (solid red), Aged SH (red stripes), Young EE (solid blue), Young SH (blue stripes); ^§^ *p* < 0.001 relative to Aged SH only). (**F**) Time spent in center in the open field test separated by age and housing after EE or SH. *p < 0.05, **p < 0.01, ***p < 0.001. Shown as mean ± s.e.m.
(TIF)

S4 Fig Swim speed and platform crossings of aged and young mice in the Morris water maze before and after enrichment or standard housing. (**A**) The average swim speed of aged and young mice to acquire the hidden platform across 10 days of training in MWM1. (**B**) The average swim speed of mice during the probe trial on day 11 with the hidden platform removed and a trial time of 60 seconds. (**C**) The average number of platform crossings by quadrant during the probe trial on day 11 (T, target; R, right; L, left; O, opposite). (**D**) The average swim speed of aged and young mice during the probe trial on day 10 with the hidden platform removed and duration of 60 seconds. (**E**) The average swim speed of mice separated by EE and SH during the probe trial (Aged EE (solid red), Aged SH (red stripes), Young EE (solid blue), Young SH (blue stripes); ^§^ *p* < 0.05 relative to both Aged EE and Aged SH). (**F**) The average number of platform crossings by quadrant during the probe trial on day 10. (**G**) Average platform crossings in mice separated by EE and SH during the probe trial. *p < 0.05, **p < 0.01, ***p < 0.001. Shown as mean ± s.e.m.
(TIF)

S5 Fig Object characterization and preference in the DNOR task and changes in weight before and after enrichment or standard housing. (**A**) Average time spent for each of the three objects from day 1 trial 1 as a measure of pre-training exploration times and object preference by each group. Recognition test of a displaced object 24 hours after training shown (**B**) by object (*p* values relative to the displaced object), and test for recognition of a novel object relative to pre-existing objects shown (**C**) by object (*p* values relative to the novel object). Weight of mice (**D**) at the onset of behavioral testing and (**E**) after testing followed by several weeks of housing. (**F**) Changes in weight by age, before and after EE or SH (^†^ *p* < 0.001 relative to both Aged EE and Aged SH). (**G**) Weight of mice separated by age and EE or SH (Aged EE (solid red), Aged SH (red stripes), Young EE (solid blue), Young SH (blue stripes); ^§^ *p* < 0.001 relative to Aged SH only). *p < 0.05, **p < 0.01, ***p < 0.001. Shown as mean ± s.e.m.
(TIF)

S6 Fig Comparative scatter and volcano plots of significantly expressed genes. Scatter and volcano plots of genes significantly expressed in (**A, B**) aged EE (EA) versus young EE (EY), (**C, D**) EY versus aged SH (SA), (**E, F**) EA versus SA, (**G, H**) EY versus young SH (SY), (**I, J**) SY versus EA, and (**K, L**) SY versus SA. Scatter plots are shown as absolute expression levels based on comparative counts using the general linearized model (GLM) method in edgeR and volcano plots are shown as-log10(FDR) versus log2 ratio of the respective pairings.
(TIF)

S1 Table All peptides identified in aged and young.

S2 Table Unique phosphopeptides identified in total.

S3 Table Unique phosphopeptides identified in both aged and young.

S4 Table Unique phosphopeptides identified in aged but not in young.

S5 Table Unique phosphopeptides identified in young but not in aged.

S6 Table Functional annotation of unique phosphorylated proteins in aged.

S7 Table Functional annotation of unique phosphorylated proteins in aged but not in young.

S8 Table Functional annotation of unique phosphorylated proteins in young.

S9 Table Functional annotation of unique phosphorylated proteins in young but not in aged.

S10 Table Functional annotation of unique phosphorylated proteins in both aged and young.

S11 Table Differentially expressed genes in young EE over young SH.

S12 Table Differentially expressed genes in young SH over young EE.

S13 Table Differentially expressed genes in aged EE over aged SH.

S14 Table Differentially expressed genes in aged SH over aged EE.

S15 Table Functional annotation of differentially expressed genes in young EE over young SH.

S16 Table Functional annotation of differentially expressed genes in young SH over young EE.

S17 Table Functional annotation of differentially expressed genes in aged EE over aged SH.

S18 Table Functional annotation of differentially expressed genes in aged SH over aged EE.

S19 Table Gene ontology analysis of differentially expressed genes in young EE over young SH.

S20 Table Gene ontology analysis of differentially expressed genes in young SH over young EE.

S21 Table Gene ontology analysis of differentially expressed genes in aged EE over aged SH.

S22 Table Gene ontology analysis of differentially expressed genes in aged SH over aged EE.

S23 Table KEGG pathway analysis of differentially expressed genes in young EE over young SH.

S24 Table KEGG pathway analysis of differentially expressed genes in young SH over young EE.

S25 Table KEGG pathway analysis of differentially expressed genes in aged EE over aged SH.

S26 Table KEGG pathway analysis of differentially expressed genes in aged SH over aged EE.

How the deposited data were processed for this re-analysis (not part of the article)

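The study measured expression in 12 SAGE-Seq libraries of the hippocampus, 3 in each of 4 groups (aged and young mice in EE or SH), 1 library per animal. The authors called and mapped the SOLiD reads, counted them over 29973 RefSeq transcripts and compared groups with edgeR, and they deposited 12 tables of these comparisons, of which 6 were read here since the other 6 hold the same comparisons turned around. The signal values that the authors deposited for each library are reads divided by a library factor, rounded to 4 significant digits. The log2 ratios and the FDR beside each p-value that the authors deposited come from their edgeR comparisons of all 3 libraries per group, and they were used only to set beside the values computed here. The signal of each library takes steps of 0.940 to 1.09, and all values below 1000 are whole multiples of their step within 0.1 read. Dividing by the steps gave back whole reads. The step of young EE library 3 lies nearest to 1, at 1.01. At that step 100% of its tested values were whole, against 34.6% if the step were 1. Recovered reads of every library entered the count tests and, after scaling, the limma fits, list scores and RPM.

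The plan written before the data were examined assumed counts and named the quasi-likelihood test of edgeR as the first test. Because the deposited values are scaled, limma (3.58.1) took its place, with a trend of the variance on expression. It was run on log2 of the recovered reads, scaled by library total and factor, plus 2. The quasi-likelihood test became an added alternative, although the recovered reads allowed it as well. Each gene name was represented by 1 transcript, the one with the most reads, and genes were kept by filterByExpr of edgeR (4.0.16) with a minimum count of 10, which left 13196 genes in the libraries the paper used and 13138 with all 3 libraries per group. All 4 groups were fitted together, 5 comparisons were drawn (aged EE against aged SH, young EE against young SH, aged SH against young SH, aged EE against young EE, and housing by age), and p were adjusted by Benjamini-Hochberg within each, with a threshold of 0.1. R was version 4.3.3. The libraries the paper used were found from the group means in its tables, not from any outcome computed here.

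Alternatives were the likelihood ratio test of edgeR and DESeq2 (1.42.0) on recovered reads, size factors of DESeq2, scaling by total count, no filter, a stricter filter with a mean count of at least 20, every transcript in place of 1 per gene, a threshold of 0.05, only the 2 groups compared, thinning of every library to the smallest total, the replicate number as a block, each library left out in turn, all 3 libraries per group, pseudocounts of 0.5 and 8, and the dorsal minus ventral score as a covariate. The procedure was tested on simulated libraries of all 4 groups, with the sizes of the real libraries and 200 genes changed in aged EE. The changed genes were drawn only from those with higher mean reads than the filter required. The spread of each gene followed the trend of dispersion on expression alone. With 2 libraries per group limma called 91 genes, 7 of them unchanged, and with 3 libraries per group it called 163, 20 of them unchanged.

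The 36 gene lists were written from general knowledge before the tables of values were available but after the paper's supplementary tables of called transcripts had been read, so values in those tables count as seen. A list was tested where 3 or more members were measured. Genes were named by a rule: every PP1 and PP2A subunit gene the paper names; from each list up to 4 members with the smallest p, and any member past the threshold where 6 or fewer passed; and the genes past the threshold with libraries that do not overlap, up to 10 higher and 10 lower between housing groups and 5 higher and 5 lower between ages. Psmg1 and Kcnk1 in the young comparison fall outside this rule and were named after their values were seen. The score of position is the mean log2 value of the dorsal list minus that of the ventral list. Exact permutation tests over all regroupings were used for measures of whole libraries, where 3 against 9 libraries allow no p below 0.00455. The reads recovered hold no molecular identifiers, and transcripts that share a tag, such as those of Hba-a1 and Hba-a2, cannot be told apart. Proteomics, behaviour and phosphatase activity were not analysed here.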

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

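Aged SH libraries 2 and 3 held fewer reads per transcript than the libraries of the other groups, while aged SH library 1 (468 reads on average) lay above 7 of those 9. The mean is the library's total divided by the number of transcripts, so library size gives the lower means by identity, and a test written beforehand on medians cannot tell whether more than size is at work: after thinning, 0 of the 3 aged SH medians reached the median of the other 9 libraries, although they did not lie below each of those either. Against aged EE alone the thinned medians of aged SH were higher by 0.333 reads, so library size could account for the medians there. The share of reads in the 10 most abundant transcripts was higher in aged SH by 0.132 percentage points, which cannot tell whether a few genes took the reads. Lower expression in aged SH mice (exact permutation p = 0.0682 for the unscaled mean) cannot be told from the totals, since libraries were pooled in equal amounts. The permutation test was planned beforehand. Its use to weigh this cause, and the other tests of this pattern but the first, were chosen after the result was seen.

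The choroid plexus list (median log2 fold change 1.87), the pituitary list (3.47) and the ventral hippocampus list (-1.49) stood out in aged EE against aged SH as genes the paper does not discuss. The range of the choroid plexus list over the 3 aged EE libraries lay at percentile 100 of random lists matched on expression, which restates the high values of aged EE library 3 and leaves open whether choroid plexus was carried over. Tissue taken at another position along the hippocampus may account for Ppp1r1a, whose log2 fold change was 0.31 (SE 0.31) with the dorsal minus ventral score as a covariate against 1.04 without, but the score is itself tied to aged EE, and within the 8 libraries of similar score r was 0.44 (exact p = 0.269), which cannot tell. Over all genes the aged housing effect correlated with the slope on that score in young libraries at 0.345, which 4 of 36 arrangements of the scores reached, the real one included, so this test, written before, cannot tell. Housing is not excluded, as 71.8% of the 277 measured gene names the paper called in aged mice kept their direction in the unused libraries. In those libraries 49.6% and 50.4% of all genes lie in the directions of aged EE and aged SH. The 71.8% falls short of the share set for housing. The tests of housing, of the choroid plexus and of Ppp1r1a were chosen after the result was seen.

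More transcripts were called in aged than in young mice by the paper. The choice of 2 of 3 libraries could account for this, as 41 of 81 choices gave as many or more calls in young mice. A mislabelled young EE library 1 is another candidate, since its distance to the young SH libraries was smaller than that to the other young EE libraries (difference -0.158), and 1 young SH library, library 2, lay closer to young EE, as a swap would give. The scores of young SH library 2 run the same way (dorsal minus ventral -0.87, oligodendrocytes 9.11 and dentate granule cells 7.22, near young EE), while the dorsal minus ventral score of young EE library 1 (-0.57) and the blood list of both (9.62 and 10.72) lie on the side of their own labels, so the labels stay open. An effect of housing that differs with age gave 0 genes by limma with all 3 libraries, which cannot tell. The likelihood ratio test called 180 genes there and DESeq2 301. A test of housing by age was planned beforehand. Its use to weigh this pattern, and the other tests of the pattern, were chosen after the result was seen.

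By the test of housing by age, which compares the effect in aged with that in young mice, these lists differed: ventral hippocampus (adjusted p = 1.06e-07), histones, choroid plexus and blood (1.76e-05 each), cytosolic ribosomal proteins (0.00051), the PP1 inhibitor subunits the paper names (0.00156), oligodendrocytes (0.00291), dentate granule cells (0.0193), immediate-early genes (0.0221), PP1 regulatory subunits and pituitary (0.0266 each), endothelial cells (0.0401), dorsal hippocampus (0.056) and microglia (0.0985). None passed with an estimated correlation. These values are for the libraries the paper used, and with all 3 per group 13 of 35 lists passed, 12 of them as higher. The ventral and dorsal lists make up the dorsal minus ventral score, which sets 4 libraries apart at 2.02 to 2.49. The same 4 had the highest means of the dentate, oligodendrocyte, microglia, PP1 inhibitor and PP1 regulatory lists. For oligodendrocytes the gap was small (9.85 in aged EE library 3 against 9.79 in aged SH library 3). Position along the hippocampus and housing are therefore not told apart for these lists.

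Between aged SH and young SH, 402 genes passed with all 3 libraries per group, a set of libraries the paper did not compare in its text. Of 10 ways to split those 6 libraries 1 gave as many, the real one, and the highest other gave 9. For aged EE against aged SH 2 of 10 splits gave as many as the real 1, with a highest other of 1. For young EE against young SH the highest other gave 368, with young EE library 1 grouped with young SH libraries 1 and 3, which points to a structure of the samples and is also the grouping that an exchange of young EE library 1 and young SH library 2 would give. The splits of 3 against 3 are too few for a share under 0.05. Where the real count is 0 every split gives as many by necessity, so the 10 of 10 splits for young EE against young SH and for aged EE against young EE (highest other 1) and the 100 of 100 regroupings for housing by age (highest other 10) say nothing about chance.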

How the results depend on the processing

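With 2 libraries per group, limma recovered few 2-fold changes in simulated libraries, so a count of 0 leaves such changes open. Larger changes are not excluded either, since the simulation left out structure shared between libraries. Reads without molecular identifiers bound the precision of low genes such as Ppp1r3b. Of 5429 recomputed values of single genes 5352 kept their direction, 77 changed sign and 42 passed under an alternative, and of 627 recomputed values of called lists 497 kept the call and 130 lost it. Where a result changed, the cause was not tested. The comparison of only 2 groups was not possible for housing by age.

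For the libraries the paper used, counts of genes in aged mice (0) became 33 with DESeq2, 30 with the likelihood ratio test, 266 with that test on every transcript in 2 groups and 1 with all 3 libraries, and 0 to 52 with a library left out. In young mice (0) they became 18, 24 and 47 with the first 3 of these, and 0 to 46. Between aged SH and young SH (0) they became 130 with DESeq2, 49 with the likelihood ratio test, 7 with only the 2 groups compared and 402 with all 3 libraries, and 0 to 70. Between aged EE and young EE (1) they became 50, 49, 0 and 0 in the same order, 2 with thinning and 0 with the replicate block, and 0 to 423. For housing by age (0) they became 37 with DESeq2 and 53 with the likelihood ratio test, and 0 to 8.

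Among all 12 libraries, the count in aged mice (1) became 0 with the quasi-likelihood test, 16 with the likelihood ratio test, 102 with DESeq2, and 0 with the replicate block, with the score as a covariate and at a threshold of 0.05, and 0 to 5 with a library left out. In young mice (0) it became 11, 65 and 110 with the 3 count tests, and 0 to 297. Between aged SH and young SH (402) it became 991 with the likelihood ratio test, 1161 with DESeq2, 118 with the replicate block, 0 with the score as a covariate and 1 at a threshold of 0.05, and 0 to 1160. Between aged EE and young EE (0) it became 18 and 48 with the likelihood ratio test and DESeq2 and stayed 0 to 0. For housing by age (0) it became 180 and 301, and 0 to 325.

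The fold at the median log2 value of the 4 PP1 subunits (2.52) became 4.40 from ratios of raw means, 1.73 over the 3 left with all 3 libraries and, reversed, 0.965 with the score as a covariate, and 2.03 to 2.61 with a library left out. The 45 calls on lists became 0 with an estimated correlation, 43 with all 3 libraries, 43 with total count and 37 with the replicate block, and 31 to 58. The correlation of housing effects (-0.056) ran from -0.243 to 0.142. The mean count ratio of aged SH (0.774) became 1 in counts per library total, 1.03 after TMM and 1.00 with thinning, all of which those scalings set by construction, and 0.590 with the libraries the paper used, and 0.627 to 0.897.

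Libraries share only a number across groups: of 18 pairs with the same number 5 correlated above 0.1 (range -0.23 to 0.21), and 3 of 12 libraries were closest to one of their own number, so the numbers do not pair the samples.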

Differences from the paper's values

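A count is taken to differ where one value is more than 1.5 times the other, an adjusted p where it lies on the other side of 0.10, and a log2 ratio where the gap exceeds the SE here. The paper's count of gene names is lower than the 23361 names in the deposited tables, by less than this rule counts as a difference.

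For young EE against young SH the paper gives 59 transcripts past an FDR of 0.10, and 0 genes passed here with limma at that threshold. Of the alternatives set before the data were examined, only leaving out young EE library 1 came within 1.5 times the paper's total. That fit left 1 young EE library and called nearly all its genes as lower in young EE, so its count is not set beside the paper's. All others still differ, including the likelihood ratio test (24) and DESeq2 (18). The paper's tables hold 37 transcripts higher and 22 lower in young EE, under 34 gene names. The likelihood ratio test on every transcript in only the 2 groups, chosen after seeing the values, gave 47 transcripts and drops 24 of the paper's 59.

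For aged EE against aged SH the paper gives 410 transcripts at the same threshold, and 0 genes passed here. No alternative set before the data were examined reaches that count. Of those that kept 2 or more libraries in each group, the nearest gave 33 (DESeq2) and 30 (the likelihood ratio test). The likelihood ratio test on every transcript in only the 2 groups, chosen after seeing the values, gave 266, which still differs, and drops 182 of the 409 transcripts in the paper's tables. By gene name, the likelihood ratio test shares 30 of its 30 calls with the paper's aged tables and 8 of its 24 with the young tables, and DESeq2 shares 31 of 33 and 11 of 18.

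For Ppp1r1a the paper's adjusted p is 0.03004, and limma gave 0.837. DESeq2 (0.00663) and the likelihood ratio test (0.0229) lie on its side of the threshold, while DESeq2 size factors (0.828), total count (0.817), only the 2 groups compared (0.306), all 3 libraries (0.531), the replicate block (0.967) and each library left out (0.365 to 1.00) do not.

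The paper's rise of 4 PP1 subunits is 3 to 6-fold, and the scaled folds here lie below that range for Ppp1r16b (2.12) and Ppp1r13b (1.61) and at its lower end for Ppp1r1a (3.00) and Ppp1r3b (3.02). The ratios of unscaled means lie within it for Ppp1r1a (5.28) and Ppp1r16b (3.67), above it for Ppp1r3b (6.86) and just below it for Ppp1r13b (2.93), and the log2 ratios in the paper's own table (1.533, 1.033, 1.885 and 0.6712) lie within 1 SE of those here (1.59, 1.08, 1.59 and 0.69). The paper describes lower transcript levels in aged SH, where the unscaled mean of all 3 libraries was 0.774 times that of the other groups (exact permutation p = 0.0682) and a scaled mean is set by the scaling. It ties MAPK signaling, axon guidance and transcription to aged EE, and those lists did not pass here (adjusted p = 0.331, 0.416 and 0.835), while long-term potentiation, which it also ties to aged EE, did (0.0929), a call lost with an estimated correlation (0.423), with all 3 libraries (0.216), with total count (0.103) and without any 1 of the aged libraries (0.116 to 0.270). It ties lists of neurodegenerative disease to SH, and those lists did not pass in aged (Alzheimer's disease and amyotrophic lateral sclerosis 0.972 each) or young mice (0.711 and 0.822, and oxidative phosphorylation 0.773). It ties transcription to young EE, where that list did not pass (0.911). It ties synaptic transmission to young EE and oxidative stress, DNA methylation and cell death to young SH, and those lists did not pass either (0.911, 0.911, 0.849 and 0.911). The paper found these ties as terms enriched among its called transcripts. Camera here tested a shift of whole lists written from general knowledge. Tests and gene sets therefore differ, and a list that did not pass does not repeat the paper's test.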

Other observations

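Other lists did not pass between aged EE and aged SH in the libraries the paper used. With all 3 libraries per group the microglia list passed as higher (11 of 12, adjusted p = 0.0657 from camera). With an estimated correlation its adjusted p was 0.562. Values that follow are for the libraries the paper used. The 17 PP2A subunit genes were split, 9 higher and 8 lower (median log2 fold change 0.01, with a test pointing down, adjusted p = 0.752 from camera), and of 8 calcineurin genes 5 were higher (median 0.20, adjusted p = 0.267). Of 74 mitochondrial ribosomal genes 48 were higher (median 0.09, adjusted p = 0.540), with Mrps22 lower at -2.21 (SE 0.41). Markers of interneurons (2 of 8 higher, median -0.23), astrocytes (7 of 10, median 0.20), microglia (8 of 12, median 0.21), field CA3 (3 of 4, median 0.48) and cortex (5 of 8, median 0.14) had adjusted p of 0.267, 0.540, 0.103, 0.331 and 0.972. Markers of thalamus (3 of 8, median -0.21), hypothalamus (1 of 3, median -0.33) and meninges (6 of 16, median -0.03) had adjusted p of 0.567, 0.567 and 0.330, with the collagen gene Col6a1 at -2.95 (SE 1.02). Of 42 genes of synaptic transmission 24 were higher (median 0.05, with a test pointing down, adjusted p = 0.784), with Cplx1 at -1.11 (SE 0.23) and lower when adjusted over the list alone. The oxidative stress (median 0.02), DNA methylation (median -0.01, with a test pointing up) and cell death lists (median -0.11) had adjusted p of 0.587, 0.873 and 0.187, and the blood list (4 of 5 higher, median 0.41) 0.180.

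In young mice the lists of long-term potentiation and of cytosolic ribosomal proteins did not pass (adjusted p = 0.773 and 0.210), and with all 3 libraries Kcnk1 (-1.29, SE 0.21) and Hist1h2bk (-1.70, SE 0.29) had the smallest p, with an adjusted p of 0.131. Gh, the growth hormone gene, had 24, 19 and 316 reads in aged EE libraries 1, 2 and 3, and 80 in young SH library 1. Young EE library 1 lay at a distance of 0.765 from the other young EE libraries and 0.607 from the young SH libraries, and young SH library 2 at 0.708 from its own group and 0.633 from young EE, while the other 4 young libraries lay closer to their own groups.

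The dorsal minus ventral score falls into separate clusters, 4 libraries at 2.02 to 2.49 (aged EE 1 and 3, young SH 1 and 3) and 8 libraries at -0.87 to 0.28. Its relation to Ppp1r1a was first computed over all 12 libraries, where it passed 0.05, and that relation was set aside after it was seen because the scores form clusters. Within the 8 libraries r was 0.44 and rho 0.33 (exact p = 0.428), and without the 2 libraries farthest from the median score r was 0.83 (exact p = 0.0403). With the score as a covariate Ppp1r16b was at -0.12 (SE 0.26).

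The authors deposited comparisons of all 3 libraries per group as well. There their log2 ratio for Ppp1r1a was 1.249 (FDR 0.141), and they called 96 transcripts in aged mice, 46 in young mice, 1213 between aged SH and young SH and 78 between aged EE and young EE.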
